# The Short-Day Cycle Induces Intestinal Epithelial Purine Metabolism Imbalance and Hepatic Disfunctions in Antibiotic-Mediated Gut Microbiota Perturbation Mice

**DOI:** 10.3390/ijms23116008

**Published:** 2022-05-26

**Authors:** Yongkang Zhen, Yifei Chen, Ling Ge, Wenjun Wei, Yusu Wang, Liangyu Hu, Juan J. Loor, Mengzhi Wang, Junliang Yin

**Keywords:** light–dark cycles, antibiotics, gut microbes, metabolomics, purine metabolism, transcriptome sequencing

## Abstract

Intestinal microbiota dysbiosis is related to many metabolic diseases in human health. Meanwhile, as an irregular environmental light–dark (LD) cycle, short day (SD) may induce host circadian rhythm disturbances and worsen the risks of gut dysbiosis. Herein, we investigated how LD cycles regulate intestinal metabolism upon the destruction of gut microbes with antibiotic treatments. The growth indices, serum parameters, concentrations of short-chain fatty acids (SCFAs), and relative abundance of intestinal microbes were measured after euthanasia; intestinal contents, epithelial metabolomics, and hepatic transcriptome sequencing were also assessed. Compared with a normal LD cycle (NLD), SD increased the body weight, spleen weight, and serum concentration of aspartate aminotransferase, while it decreased high-density lipoprotein. Meanwhile, SD increased the relative abundance of the Bacteroidetes phylum while it decreased the Firmicutes phylum in the gut of ABX mice, thus leading to a disorder of SCFA metabolism. Metabolomics data revealed that SD exposure altered gut microbial metabolism in ABX mice, which also displayed more serious alterations in the gut epithelium. In addition, most differentially expressed metabolites were decreased, especially the purine metabolism pathway in epithelial tissue. This response was mainly due to the down-regulation of adenine, inosine, deoxyguanosine, adenylsuccinic acid, hypoxanthine, GDP, IMP, GMP, and AMP. Finally, the transcriptome data also indicated that SD has some negative effects on hepatic metabolism and endocrine, digestive, and disease processes. Overall, SD induced an epithelial and hepatic purine metabolism pathway imbalance in ABX mice, as well as the gut microbes and their metabolites, all of which could contribute to host metabolism and digestion, endocrine system disorders, and may even cause diseases in the host.

## 1. Introduction

Mammalian biological rhythms regulate physiological activities, habits, nutrient digestion, and metabolism in a 24 h cycle. This system relies on the generation and regulation of the central clock located in the suprachiasmatic nucleus (SCN) of the hypothalamus and the peripheral clock in peripheral organs [1,2]. A stable circadian rhythm is achieved by oscillation in the transcription of genes and their proteins in a process called transcriptional–translational feedback loop (TTFL) [3]. Mechanistically, the transcriptional activators Circadian Locomotor Output Cycles Kaput (CLOCK) and Brain and Muscle ARNT-Like 1 (BMAL1) form a heterodimeric complex in the PER-ARNT-SIM (PAS) domain and then bind to the E-box elements in Cryptochrome (CRY) and Period Circadian Clock (PER) promoters to activate downstream transcription. Period Circadian Clock and CRY proteins enter the nucleus to form PER-CRY oligomers, which inhibit heterodimer activity and transcription [4,5]. The light-dark cycles are the main environmental factor regulating the expression of circadian rhythms, with light acting on intrinsically photosensitive retinal ganglion cells (ipRGCs) to send signals into the SCN to guide periodical oscillations of the central clock and the output of rhythmic behavior consistent with light–dark cycles [6,7].

The circadian rhythms and light–dark cycles regulate a variety of gastrointestinal functions including cell proliferation, immune homeostasis, intestinal permeability, and microbial balance and metabolism, all of which are key to optimal health [8,9,10,11,12]. For example, the circadian rhythm of gut microbes was disrupted and led to metabolic disturbances in *Per1/2*^−/−^ mice [11,12]. In another study, cell proliferation was aberrant and pro-inflammatory cytokine abundance in the gastrointestinal tract was increased in *Bmal1/Clock/Cry* mutant mice [9,10,13]. Mutations in the *CLOCK* gene were also found in colorectal cancer [14]. In humans, circadian rhythm disorders can increase susceptibility to digestive diseases, intestinal inflammation and duodenal ulcers, obesity, and diabetes, in large part because the abnormalities in the sleep and wake cycles increase food intake, especially at night [15,16].

The diversified microbial ecology in the colon and cecum and the intestinal epithelium co-evolved to form a strong immune system and barrier function through the host to promote mutual benefits between host and microbes [17,18]. Gut microbes may contribute to immunity, nerve signal transduction, intestinal endocrine and metabolic health of the human host and, when aberrant, to the pathogenesis of various common metabolic disorders such as obesity, type-two diabetes, non-alcoholic liver disease [19], and mucosal inflammation such as Crohn’s disease [20]. Gut microbes serve as potential biomarkers for many diseases, e.g., down-regulation of *Akkermansia muciniphila*, *Bacteroides thetaiotaomicron*, and *Clostridium histolyticum* is related to obesity. Type-two diabetes was associated with up-regulation of *Bacteroides vulgatus*, *Clostridium clostridioforme*, and *Prevotella copri.* In addition, *Coprococcus comes* and *Faecalibacterium prausnitzii* had a lower abundance during liver disease [19]. In cardiovascular diseases, enrichment of *Streptococcus*, *Escherichia*, and *Collinsella* along with decreased numbers of *Bacteroides* and *Prevotella* were associated with atherosclerosis [21]. Circadian rhythms can also generate innate immunity through microbes, e.g., environmental light–dark cycles entrain circadian feeding behaviors that produce rhythms in producing antimicrobial proteins by gut microbes, and the rhythmic expressions of antimicrobial proteins were driven by daily rhythms in epithelial attachment by segmented filamentous bacteria. As such, these events can further promote corresponding changes in intestinal innate immunity to resist exposure to exogenous microorganisms [22].

Gut microbes are the main force for the digestion of complex carbohydrates in the hindgut. This leads to the production of short-chain fatty acids (SCFAs), vitamins, hormones, amino acid derivatives, and antioxidants, all of which can be directly absorbed by the intestinal epithelium into the host circulatory system and maintain a proper intestinal barrier function. Among the SCFAs, acetate, butyrate, and propionate produced by gut microbes are the most abundant and well-studied ones. They may bind to G protein-coupled receptors (such as GPR41/43) to affect host metabolism [23]. Short-chain fatty acids in the blood may reduce oxidative stress and help maintain immune function [21]. They may also improve glucose metabolism and insulin secretion by inducing the secretion of gut hormones such as glucagon-like peptide 1 (GLP-1) and peptide YY (PYY) [19]. Microbial valerate and butyrate have been associated with enhancing the anti-tumor activity of cytotoxic T lymphocytes (CTL) and chimeric antigen receptor (CAR) T cells, thus improving cancer immunotherapy [24].

In this study, we hypothesized that SD could potentially aggravate gut microbial metabolism disorders and may have some negative impacts on liver functions in gut dysbiosis mice. To address the hypothesis, the negative control (NC) and antibiotic-treated (ABX) mice were managed under normal LD (NLD) and SD cycles, to study the impacts of intestinal contents and epithelium metabolism using metabolomics and the liver functions using transcriptome sequencing. An important goal was to construct an intestinal microbe disorder murine model through the use of antibiotics.

## 2. Results

### 2.1. Validation of the Model of Antibiotic-Induced Gut Dysbiosis in Mice

The relative abundance of gut microbiota in colonic and cecal contents and epithelium of NC and ABX mice under NLD were measured to validate the efficiency of antibiotic-mediated gut microbiota perturbation. Data indicated that ABX significantly increased the relative abundance of the Bacteroidetes phylum while it decreased the relative abundances of the Firmicutes phylum, Clostridiales order, Lachnospiraceae family, and Ruminococcaceae family in colonic content (Figure 1A), colonic epithelium (Figure 1B), cecal content (Figure 1C), and cecal epithelium (Figure 1D) compared with NC (*p* < 0.05 or *p* < 0.001). Meanwhile, the ratio of Firmicutes to Bacteroidetes was also significantly decreased in ABX compared with NC (*p* < 0.001). In summary, we had a significant effect in establishing the model of gut dysbiosis mice.

### 2.2. Body Mass, Body Temperature, Organ Indexes, and Serum Biochemical Indicators in ABX Mice under NLD and SD

We next investigated the alterations in body mass, body temperature, organ indexes, and serum biochemical indicators in ABX mice under NLD and SD. Data indicated that SD increased the body mass (Figure 2A), body temperature (Figure 2B), and spleen weight compared with NLD (Figure 2E) (*p* < 0.05); however, no significant differences were observed in indicators such as liver weight (Figure 2C), liver index (Figure 2D), and spleen index (Figure 2F) (*p* > 0.05). In terms of serum indicators, the concentration of serum aspartate aminotransferase (AST) increased (Figure 2G), while the concentration of serum high-density lipoprotein (HDL-C) decreased (Figure 2K) in SD compared with NLD (*p* < 0.05); however, SD had no impacts on the concentrations of serum alanine aminotransferase (ALT) (Figure 2H), glucose (GLU) (Figure 2I), total cholesterol (TC) (Figure 2J), or low-density lipoprotein (LDL-C) (Figure 2L).

### 2.3. Gut Microbiota Profiles in ABX Mice under NLD and SD

Data indicated that SD had a significant impact on the relative abundance of gut microbiota in colonic and cecum contents and epithelium compared with NLD in ABX mice (Figure 3). Compared with NLD, SD significantly increased the relative abundance of the Bacteroidetes phylum, while it decreased the relative abundances of Firmicutes, Clostridiales order, Lachnospiraceae family, and Ruminococcaceae family in colonic content (Figure 3A), colonic epithelium (Figure 3B), cecal content (Figure 3C), and cecal epithelium (Figure 3D) (*p* < 0.01 or *p* < 0.001). Moreover, SD also decreased the ratio of Firmicutes to Bacteroidetes compared with NLD (*p* < 0.001).

### 2.4. The Proportions of SCFAs in Colonic and Cecal Contents of ABX Mice under NLD and SD

Compared with NLD, SD significantly decreased the concentrations of total SCFAs (Figure 4A) and the proportions of butyrate (Figure 4D) and isobutyrate (Figure 4F) (*p* < 0.05), but had no impacts on the proportions of acetate (Figure 4B), propionate (Figure 4C), valerate (Figure 4E), isovalerate (Figure 4G), or the ratio of acetate to propionate (Figure 4H) (*p* > 0.05) in colonic contents. In terms of the proportions of SCFAs in cecal contents and the concentration of total SCFAs (Figure 4A), the proportions of butyrate (Figure 4D) and isobutyrate were significantly increased in ABX mice under SD compared with NLD (*p* < 0.05), but had no impacts on the proportions of acetate (Figure 4B), propionate (Figure 4C), valerate (Figure 4E), isovalerate (Figure 4G), or the ratio of acetate to propionate (Figure 4H) (*p* > 0.05).

### 2.5. Overview of Metabolomics Profiles and the Volcano Plots of Differentially Altered Metabolites of Intestinal Contents and Epithelium in ABX Mice under NLD and SD

Distributions of metabolomics data using principal components analysis (PCA) score plots among different groups in positive and negative ion mode were used to discern biologically meaningful patterns. In the positive ion mode, the score plot displayed 52.47% and 9.55% of variables by the PC1 and PC2 axis (Figure 5A), respectively, while in the negative ion mode, the PC1 and PC2 axis displayed variables of 45.33% and 19.71% (Figure 5B), respectively. The comparison demonstrated that the metabolites in colonic and cecal contents were separated from those in epithelium in ABX mice both under SD and NLD (Figure 5A,B).

To further illustrate the contribution of different LD cycles to the classification and differentiation of metabolites in antibiotic-treated mice intestines, the partial least squares discriminant analysis (PLS-DA) score plots were used. Clear separation and discrimination were detected between SD and NLD in both positive and negative ion modes for colonic contents (Figure 5C), colonic epithelium (Figure 5D), cecal contents (Figure 5E), and cecal epithelium (Figure 5F) in ABX mice. Furthermore, the permutation tests were performed to validate the PLS-DA model, and the results after 200 permutations revealed high *R*^2^*Y* (cum) and *Q*^2^ (cum) lower than zero between the SD and NLD of all groups.

Metabolites with VIP > 1 and *p* < 0.05 were identified as differentially altered metabolites. In general, the volcano plots showed that 45 differentially altered metabolites were screened in colonic contents between SD and NLD in ABX mice in both positive and negative ion modes (containing unknown and unidentified metabolites). Of those, compared with NLD, 18 metabolites were decreased and 27 metabolites were increased under SD (Figure 5G); in colonic epithelium, 100 differentially altered metabolites were screened, with 63 decreased and 37 increased under SD compared with NLD (Figure 5H); in cecal content, 62 differentially altered metabolites were screened, with 38 decreased and 24 increased under SD compared with NLD (Figure 5I); and in colonic epithelium, 196 differentially altered metabolites were screened, with 89 decreased and 107 increased under SD compared with NLD (Figure 5J).

### 2.6. Identification and Classification of Differentially Altered Metabolites of Metabolomics Data in ABX Mice under NLD and SD

A cluster heatmap was used to identify accurate differentially altered metabolites and obtain pathway classification information. In colonic contents, 11 metabolites were accurately identified between NLD and SD, including L-phenylalanine within amino acid; N-acetylneuraminic acid within carbohydrate; mevalonic acid within fatty acid; and phenylglyoxylic acid within purine (Figure 6A, Table S1); and ~63.64% could not be classified (Figure 6C). In colonic epithelium, 49 metabolites were accurately identified, but nearly 40% could not be classified (Figure 6D) between NLD and SD. This list contained 2-aminoadipic acid, N-acetylglycine, etc., within amino acid; D-threose, D-glucose 6-phosphate, etc., within carbohydrate; erucic acid, citraconic acid, mevalonic acid, etc., within fatty acid; cAMP, cGMP, AMP, GDP, GMP, etc., within purine; and orotidine, UDP, UMP, etc., within pyrimidine (Figure 6A, Table S1). Similarly, 24 metabolites were accurately identified in cecal contents, but nearly 50% could not be classified (Figure 6E) between NLD and SD. The list contained glutathione, L-cysteine, L-histidine, tyrosyl-tyrosine, etc., within amino acid; N-acetylneuraminic acid within carbohydrate; nervonic acid within fatty acid; and adenine within purine (Figure 6B, Table S2). Lastly, glutathione, lanthionine, L-cysteine, L-histidine, etc., within amino acid; D-maltose, threonic acid, etc., within carbohydrate; elaidic acid, mevalonic acid, stearic acid, etc., within fatty acid; adenine, inosine, cAMP, cGMP, etc., within purine; and citicoline, UDP, etc., within pyrimidine were identified in cecal epithelium between NLD and SD (Figure 6B, Table S2), with a total of 69 differentially altered metabolites and ~50% that could not be classified (Figure 6F).

### 2.7. Characterization and Functional Analysis of Key Metabolic Pathways of Metabolomics Data in ABX Mice under NLD and SD

Data from KEGG analysis showed that, compared with NLD, the increased metabolite L-phenylalanine under SD in colonic contents was enriched in “Phenylalanine, tyrosine and tryptophan biosynthesis” and “Phenylalanine metabolism” pathways (Figure 7A, Table S3). In colonic epithelium, most metabolites were in the “Purine metabolism” pathway, and SD increased cAMP and cGMP while it decreased GDP, AMP, IMP, GMP, adenine, and adenylsuccinic acid compared with NLD. In the “Pyrimidine metabolism” pathway, SD decreased metabolites such as UDP, orotidine, UMP, and dCDP compared with NLD (Figure 7B, Table S3). In cecal contents, SD increased the β-nicotinamide mononucleotide, while it decreased nicotinic acid, and both metabolites were enriched in the “Nicotinate and nicotinamide metabolism” pathway. SD also increased glutathione, while it decreased L-cysteine, and both metabolites were enriched in the “Glutathione metabolism” pathway (Figure 7C, Table S3). Lastly, in cecal epithelium, most metabolites were targeted to “Purine metabolism” (cAMP and cGMP increased while inosine, adenine, deoxyguanosine, and IMP decreased under SD compared with NLD), “Glycerophospholipid metabolism” (PC(16:0/16:0), LysoPC(16:0/0:0)), phosphocholine (increased while citicoline decreased under SD compared with NLD), and “Glutathione metabolism” pathways (glutathione and L-cysteine decreased under SD compared with NLD) (Figure 7D, Table S3).

In colonic epithelium, metabolites enriched in the purine metabolism pathway ranked by VIP value were adenine, IMP, cAMP, cGMP, adenylsuccinic acid, GDP, GMP, and AMP, all of which were decreased except for cAMP and cGMP under SD compared with NLD (Figure 7E). The relevant metabolic pathway map indicated that SD decreased the transformation of GDP to the adenine pathway in colonic epithelium compared with NLD (Figure 7G). Similarly, inosine, adenine, deoxyguanosine, IMP, GMP, AMP, and hypoxanthine were decreased (*p* < 0.05 but VIP < 1 of GMP, AMP, and Hypoxanthine) while cGMP and cAMP were increased in cecal epithelium under SD compared with NLD (Figure 7F). The pathway of adenine and inosine to synthesize hypoxanthine was inhibited under SD in antibiotic-treated mice compared with NLD (Figure 7H). In addition, compared with NLD, SD inhibited the conversion of cGMP to GMP and cAMP to AMP in intestinal epithelium.

### 2.8. Correlations between Gut Microbes, SCFA Proportions, and Metabolites

The relative abundances of the Bacteroidetes phylum, Firmicutes phylum, Clostridiales order, Lachnospiraceae family, and Ruminococcaceae family were used to determine the correlations between gut microbes in intestinal contents and epithelium in ABX mice, together with other metabolites. Figure 7I underscored that the relative abundance of gut microbes in intestinal contents were positively correlated with those in intestinal epithelium, such as the Bacteroidetes phylum (*R* = 0.62, *p* = 0.01), Firmicutes phylum (*R* = 0.77, *p* < 0.001), Clostridiales order (*R* = 0.86, *p* < 0.001), Lachnospiraceae family (*R* = 0.80, *p* < 0.001), and Ruminococcaceae family (*R* = 0.89, *p* < 0.001). In addition, the correlations between the relative abundance of gut microbes and the concentrations of SCFAs were also analyzed (Figure 7J), and data indicated that the concentrations of total SCFAs are positively correlated with the relative abundance of the Bacteroidetes phylum (*R* = 0.90, *p* < 0.05). The proportions of propionate, isobutyrate, butyrate, isovalerate, and valerate were mainly positively correlated with the abundance of the Firmicutes phylum, Clostridiales order, Lachnospiraceae family, Ruminococcaceae family, and the ratio of Firmicutes to Bacteriodetes (*R* > 0.7, *p* < 0.05), while the proportion of acetate and the ratio of acetate to propionate had negative correlations with the gut microbes (*R* < −0.6, *p* < 0.05). Lastly, the metabolites targeted in purine and pyrimidine metabolism pathways were mainly positively correlated with the relative abundance of the Firmicutes phylum and Ruminococcaceae family (Figure 7K), which indicated that down-regulation abundance of Firmicutes may result in the inhibition of purine and pyrimidine metabolism under SD in ABX mice.

### 2.9. Hepatic Transcriptome Sequencing Profiles and Pathways Enrichment in ABX Mice under NLD and SD

Finally, we investigated the alterations in hepatic functions induced by SD in ABX mice using transcriptome sequencing technology. 

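Liver RNA of 3 ABX mice under NLD (12 h light and 12 h dark) and of 3 ABX mice under SD (8 h light and 16 h dark) was sequenced, with 1 library per mouse. ABX mice are mice whose gut microbiota was depleted with an antibiotic cocktail. The paper gives a feeding period of 42 days, and the sample labels give Day 28. By the paper's methods, all mice were fasted before sampling and killed within the same hours of the morning. The authors aligned the reads with HISAT2, quantified them with StringTie and deposited whole-number counts per gene that are not normalized. The total counts per library were 5497797, 6457190 and 6333696 under NLD and 5548753, 6932965 and 6557998 under SD. The table holds 55357 rows, of which 16129 had a count in at least 1 library. The 10 most abundant rows took between 20.9% and 26.1% of the counts of a library. Counts were normalized by TMM, rows with low counts were left out with the filter of edgeR, and SD was compared with NLD by the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment over the 7261 rows that remained. A standard error given with a log2 fold change is the size of that change divided by the root of the test statistic F. Levels are given in CPM, counts scaled to the size of the library. On the first principal component of the log2 CPM, which took 30.3% of the variance, NLD replicates 2 and 3 lay at 75.0 and 27.7 and the other 4 libraries, NLD replicate 1 among them, between -44.7 and -13.3. The labels name another genome build (GRCm38) than the methods (GRCm39), and most genes lie at other positions in the one than in the other, so a gene name stands for the row that carries it in the table, and genes at the same position in both builds are named as such. With 3 mice per group, an exact permutation test of 1 row cannot give a p below 0.10.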

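In the liver of ABX mice, 14 rows were higher and 7 were lower under SD at an adjusted p under 0.05 from edgeR, and DESeq2 gave 137 such rows in all. Rusc2, which encodes a protein with RUN and SH3 domains, was the only one of these 21 rows whose gene lies at the same position in GRCm38 and GRCm39. It lies on chromosome 4 of GRCm39 from 43381979 to 43427088 and had 133 ± 16.4 CPM (standard deviation, n = 3) under NLD and 332 ± 33.4 (standard deviation, n = 3) under SD, a log2 fold change of 1.32 (standard error 0.15, adjusted p = 0.0345 from edgeR's quasi-likelihood test). Of the 21 rows, 10 were listed at 0 in every NLD library and 5 in every SD library. Among genes with unadjusted p under 0.05, 324 rows were higher and 292 were lower, 616 in all. With an absolute log2 fold change over 1 in addition, 158 were higher and 70 were lower, 228 in all. Groups that do not overlap were seen in 659 rows with higher and 576 rows with lower values under SD, of the 7261 rows tested, where chance gives 10% of the rows for 3 mice against 3. Without SD replicate 1, SD replicate 2 or SD replicate 3, edgeR gave 0 at an adjusted and 437, 681 and 397 at an unadjusted p under 0.05. Without NLD replicate 1, NLD replicate 2 or NLD replicate 3 it gave 30, 19 and 20 at an adjusted and 1138, 472 and 440 at an unadjusted p under 0.05, and the 228 rows became 492 without NLD replicate 1.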

A total number of 907 differentially expressed genes (DEGs) were selected (Figure 8A and Table S4) using a cut off of *p* < 0.05. A volcano plot was also used to visualize the changes of DEGs in the liver of ABX mice under SD and NLD (Figure 8B). 

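The rows labelled Arhgef15, Wdr81 and Numb (an inhibitor of Notch signaling) were higher under SD, and those labelled Ginm1, Cmklr1 (the chemerin receptor) and Serpina1f, of a cluster of similar serpin genes that may share reads, were lower. Serpina1f had 3197 ± 629 CPM (standard deviation, n = 3) under NLD and 915.5 ± 141 (standard deviation, n = 3) under SD, a log2 fold change of -1.80 (standard error 0.20, adjusted p = 0.0303 from edgeR's quasi-likelihood test). Arhgef15, Wdr81 and Numb were listed at 0 in every NLD library. If each count stood for a single read, a floor of 3 counts over the group would put them at least 156-fold, 120-fold and 99.3-fold higher under SD. Their adjusted p was 0.0194, 0.0208 and 0.0303 from the same test. Ginm1 and Cmklr1 were listed at 0 in every SD library. By the same floor they would be at least 346-fold and 76.7-fold lower, and their adjusted p was 0.0194 and 0.0416 from edgeR. Low counts in this table do not stand for single reads, and rows can also be at 0 in a single library of a group, as Tex44 was. These folds are therefore no bounds if the zeros have another source. Tex44 had counts of 0, 457 and 393 under NLD and 0 in every SD library, and was left out by the filter of edgeR. Without NLD replicate 1 it was kept, with an adjusted p of 0.0215 from edgeR. Of the other rows labelled in Figure 8B, Zfp991, Gm7289, Zbtb16, Sapcd1, Rusc2 and Gm9918 were higher and Gm11684, 1700040D17Rik and 4933406B15Rik were lower at an adjusted p under 0.05. Gm15046 and Serpina3a had an adjusted p of 0.137 and 0.244 from edgeR and of 9.19e-10 and 1.04e-05 from DESeq2, and Gm11685 had a count of 0 in the 6 libraries. The positions of Arhgef15, Wdr81, Numb, Ginm1, Cmklr1, Serpina1f and Tex44 differ between the builds. The numbers of the GRCm39 exons of Arhgef15 fall in Ndel1 in GRCm38, those of Wdr81 in Rpa1 and those of Serpina1f in Serpina6, and only those of Numb fall in part in the gene itself. None of these calls remained in edgeR without SD replicate 1, SD replicate 2 or SD replicate 3.

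**Figure D1:**
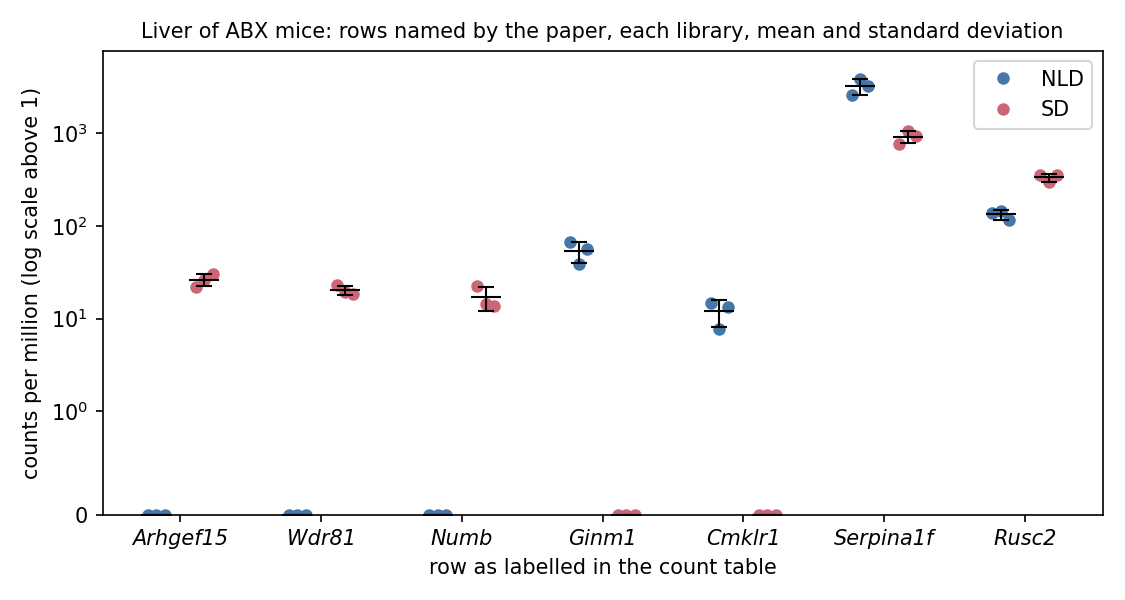
CPM (log scale above 1) of 7 rows of the count table in the liver of ABX mice. Points are the 3 libraries of each group, and bars are the mean and standard deviation; the SD libraries of Arhgef15, Wdr81, Numb and Rusc2 lie above and those of Ginm1, Cmklr1 and Serpina1f below the NLD libraries.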

Compared with NLD, 724 DEGs were up-regulated, including *Slc9a1*, *Arhgef15*, *Wdr81*, *Numb*, etc., in SD, while 183 DEGs were down-regulated, including *Ginm1*, *Cmklr1*, *Tex44*, *Serpina1f*, etc., in SD.

To assess the functional consequences, the up-regulated genes and down-regulated genes were analyzed using the KEGG database, Gene Ontology (GO) database, and gene set enrichment analysis (GSEA). We used a GSEA analysis to examine the impacts on SD-mediated hepatic dysfunctions on the transcriptome data. Pathways were significantly enriched in cancer (*p* = 0.0017) and the MAPK signaling pathway (*p* = 0.0004) (Figure 8C). It is interesting to find that SD also impacted the purine metabolism pathway in the liver (*p* = 0.0081) compared with NLD (Figure 8C). 

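Among the rows named after genes of pathways in cancer, Zbtb16, a transcription factor fused to the retinoic acid receptor in a leukemia, was higher under SD. It had 2.63 ± 1.03 CPM (standard deviation, n = 3) under NLD and 18.7 ± 2.21 (standard deviation, n = 3) under SD, a log2 fold change of 2.82 (standard error 0.35, adjusted p = 0.0447 from edgeR's quasi-likelihood test). The numbers of the GRCm39 exons of Zbtb16 fall in part in Nnmt and in part in Zbtb16 itself in GRCm38. Hras, a small GTPase of both lists, had 2835 ± 166 CPM under NLD and 1852 ± 231 under SD (adjusted p = 0.309 from edgeR, 0.00148 from DESeq2 and 0.0586 from DESeq2 with no filter), and the numbers of its GRCm39 exons fall in Cyp2e1 in GRCm38. Of 123 tested rows of pathways in cancer, 1 was higher, none was lower and 122 did not pass the test, with the same count when adjusted over the list alone, and DESeq2 gave 1 higher and 3 lower. The list had a camera p of 0.945 (adjusted p = 0.990), with an estimated correlation a p of 0.924, and a preranked enrichment p of 0.606. Of 84 tested rows of MAPK signaling, none passed edgeR's test over all genes or adjusted over the list alone, 4 were higher and 2 were lower at an unadjusted p under 0.05, and DESeq2 gave 1 higher and 1 lower. Rps6ka5, a kinase downstream of MAPK, had 3.16 ± 1.88 CPM under NLD and 9.58 ± 0.65 under SD (log2 fold change 1.59, adjusted p = 0.435 from edgeR), and Dusp1, a phosphatase of MAPK, had 5.11 ± 1.13 and 10.7 ± 3.20 (adjusted p = 0.504 from edgeR). Map3k11, a kinase of the same pathway, was listed at 0 in every NLD library and had counts of 27, 21 and 13 under SD. The list had a camera p of 0.334 (adjusted p = 0.825), with an estimated correlation a p of 0.352, and a preranked enrichment p of 0.222. The rotation test fry gave it a p of 0.0574 (adjusted p = 0.253). Of these rows, 10 of the first list and 5 of the second name a gene at the same position in both builds. In GRCm38, the numbers of the GRCm39 exons of Map3k11 fall in Ltbp3 and those of Dusp1 in Crebrf and Bnip1. Those of Rps6ka5 fall in part in the gene itself and in part in Ttc7b.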

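None of the 66 tested rows of purine metabolism was higher or lower in the liver of ABX mice under SD at an adjusted p under 0.05 from edgeR, over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 3 were higher and 2 were lower, and DESeq2 gave 1 higher and 0 lower. Adcy5, an adenylate cyclase that forms cyclic AMP from ATP, had 17.3 ± 1.00 CPM (standard deviation, n = 3) under NLD and 35.7 ± 3.61 (standard deviation, n = 3) under SD, a log2 fold change of 1.04 (standard error 0.18, adjusted p = 0.142 from edgeR, 6.50e-04 from DESeq2 and 0.103 from DESeq2 with no filter). Entpd8, which cleaves extracellular nucleotides, had 94.3 ± 16.5 and 57.6 ± 16.8 (adjusted p = 0.569). Ak5, an adenylate kinase, had 8.64 ± 0.33 and 14.3 ± 3.75 (adjusted p = 0.578), and Polr2a, a subunit of RNA polymerase II, had 13.6 ± 2.25 and 20.4 ± 2.55 (adjusted p = 0.578). The log2 fold change was above 0 in 37 and below 0 in 29 of the 66 rows, with a median of 0.06. Camera gave a p of 0.992 for the list (p = 0.993 with an estimated correlation), and the preranked enrichment a p of 0.689. In 5 of the 66 rows the named gene lies at the same position in both builds, and Adcy5, Entpd8, Ak5 and Polr2a are not among them. In GRCm38, the numbers of the GRCm39 exons of Adcy5 fall in Mylk and Hacd2 and those of Entpd8 in Mrpl41 and Dph7. Those of Ak5 fall in Gipc2, Fubp1 and other genes, and those of Polr2a in Fxr2, so these rows may stand for other genes.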

Next, enrichment analysis using the GO database showed that most DEGs were enriched in several processes, such as fatty acid metabolic process, monocarboxylic acid metabolic process, and cellular ketone metabolic process (Figure 8D). 

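Of 32 tested rows of fatty acid and ketone metabolism, none was higher or lower under SD at an adjusted p under 0.05 from edgeR over all genes. Adjusted over the list alone, 1 was higher, Plin5, a protein of lipid droplets, which was listed at 0 in every NLD library and had counts of 18, 80 and 52 under SD. At an unadjusted p under 0.05, 5 were higher and 1 was lower, and DESeq2 gave 2 higher and 0 lower. Pdk4, a kinase that shuts pyruvate out of the citric acid cycle during fasting, lies at the same position in both builds, on chromosome 6 of GRCm39 from 5483097 to 5496339. It had 30.6 ± 9.39 CPM (standard deviation, n = 3) under NLD and 148 ± 100.4 (standard deviation, n = 3) under SD, a log2 fold change of 2.27 (standard error 0.54, adjusted p = 0.359 from edgeR's quasi-likelihood test and 5.47e-04 from DESeq2), and every SD library lay above every NLD library. Counts of Pdk4 were 174, 241 and 130 under NLD and 1543, 476 and 738 under SD, with the highest in SD replicate 1. Lpin1, which forms diacylglycerol, had 1.52 ± 0.87 and 8.94 ± 6.61 CPM (adjusted p = 0.509 from edgeR). Acaca, the first enzyme of fatty acid synthesis, had counts of 80, 92 and 95 under NLD and 148, 163 and 129 under SD (adjusted p = 0.512 from edgeR). Camera gave the list a p of 0.144 (adjusted p = 0.792) and a p of 0.272 with an estimated correlation. The preranked enrichment gave an unadjusted p of 0.0317. In 3 of the 32 rows the named gene lies at the same position in both builds. The numbers of the GRCm39 exons of Plin5 fall in Ptprs in GRCm38, so its row may stand for another gene. Those of Lpin1 and Acaca fall in part in the gene itself.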

Finally, the enrichment analysis results of the KEGG database were consistent with those in the GO and GSEA analyses. 

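Cyp7a1, the rate-limiting enzyme of bile acid synthesis, had 1723 ± 646 CPM (standard deviation, n = 3) under NLD and 5081 ± 1718 (standard deviation, n = 3) under SD, a log2 fold change of 1.56 (standard error 0.36, adjusted p = 0.327 from edgeR's quasi-likelihood test and 8.75e-04 from DESeq2). Every SD library lay above every NLD library. The gene lies at the same position in both builds, on chromosome 4 of GRCm39 from 6265612 to 6275633. Of 8 tested rows of bile acid synthesis, none passed edgeR's test over all genes and Cyp7a1 was higher when adjusted over the list alone, while 1 was higher and none was lower at an unadjusted p under 0.05 and DESeq2 gave 1 higher and 0 lower. Amacr, of bile acid side chain oxidation, had 1579 ± 160.5 and 1309 ± 216 CPM (adjusted p = 0.671). Camera gave this list a p of 0.814 and, with an estimated correlation, a p of 0.856. In 2 of the 8 rows the named gene lies at the same position in both builds. Of 35 tested rows of insulin signaling, none passed edgeR's test over all genes or adjusted over the list alone, 2 were higher and 3 were lower at an unadjusted p under 0.05, and DESeq2 gave 0 higher and 2 lower. Sos1, an activator of Ras, had 6.18 ± 1.17 and 11.2 ± 1.56 CPM (adjusted p = 0.514), and the numbers of its GRCm39 exons fall in Map4k3 in GRCm38. The list of insulin signaling had a camera p of 0.631 (p = 0.608 with an estimated correlation). None of its 35 rows names a gene at the same position in both builds.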

Short day significantly altered the pathways in metabolism, endocrine system, digestive system, and circadian rhythms compared with NLD and may induce diseases such as cancers (Figure 8E).

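Of the 22 rows named after genes of the circadian clock, 7 had enough counts for the test, and none was higher or lower under SD at an adjusted p under 0.05 from edgeR, over all genes or adjusted over the list alone. None passed an unadjusted p under 0.05, and DESeq2 gave 0 higher and 0 lower. Per2, a repressor of the clock, had 37.4 ± 11.2 CPM (standard deviation, n = 3) under NLD and 28.9 ± 2.12 (standard deviation, n = 3) under SD (adjusted p = 0.704), and Npas2, an activator, had 762 ± 150.4 and 634 ± 76.6 (adjusted p = 0.704). Arntl, an activator, had 5.57 ± 2.00 and 7.78 ± 1.05 (adjusted p = 0.722), Tef, a transcription factor under control of the clock, had 18.1 ± 1.52 and 20.7 ± 1.34 (adjusted p = 0.795), and Per1 had 4.22 ± 0.98 and 4.01 ± 1.40 (adjusted p = 0.968). Rora had counts of 0, 0 and 46 under NLD and 84, 0 and 51 under SD, and Csnk1e had 0, 67 and 51 under NLD and 0, 0 and 123 under SD. Clock, Per3, Cry2, Nr1d1, Nr1d2, Dbp and Nfil3 were listed at 0 in the 6 libraries. The positions of these genes do not overlap between the builds, so the zeros do not show that the genes were silent. Cry1, Bhlhe40, Bhlhe41, Ciart and Hlf had too few counts for the test, as had Csnk1d, with 0 in every NLD library and counts of 6, 32 and 20 under SD (adjusted p = 0.0255 from DESeq2 with no filter and 0.112 from edgeR with no filter). None of the 7 tested rows names a gene at the same position in both builds. In GRCm38, the numbers of the GRCm39 exons of Npas2 fall in Tbc1d8, Npas2 and Rpl31, those of Arntl in Tead1 and those of Per1 in Pfas. Camera gave the list a p of 0.775 (p = 0.783 with an estimated correlation). All mice were killed within the same hours of the morning, so neither these rows nor those below can tell a shift in phase from a change in level.
Of 9 tested rows of clock outputs, genes whose liver transcripts follow the clock, all 9 had a log2 fold change above 0, with a median of 0.46. Camera of limma gave this list a p of 9.47e-04 and an adjusted p of 0.0208. With an estimated correlation the list had a p of 0.0485 (adjusted p = 0.910). None of the 9 rows passed edgeR's test over all genes, 3 were higher at an unadjusted p under 0.05, 2 were higher when adjusted over the list alone, and DESeq2 gave 1 higher. Tars, which charges threonine transfer RNA, had 503 ± 71.4 and 769 ± 117 CPM (adjusted p = 0.431), St3gal5 had 1.68 ± 0.72 and 4.09 ± 1.62 (adjusted p = 0.579), and Rgs16 had 201 ± 34.3 and 258 ± 38.6 (adjusted p = 0.634). The list also holds Cyp7a1. The adjusted p of the list was above 0.05 without any 1 of the 6 libraries, and in 1 of the 9 rows, Cyp7a1, the gene lies at the same position in both builds. From the pathways in Figure 8E the paper concludes that SD altered metabolism, the endocrine system, the digestive system and circadian rhythms in the liver, and it proposes that this may induce diseases such as cancers.

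**Figure D2:**
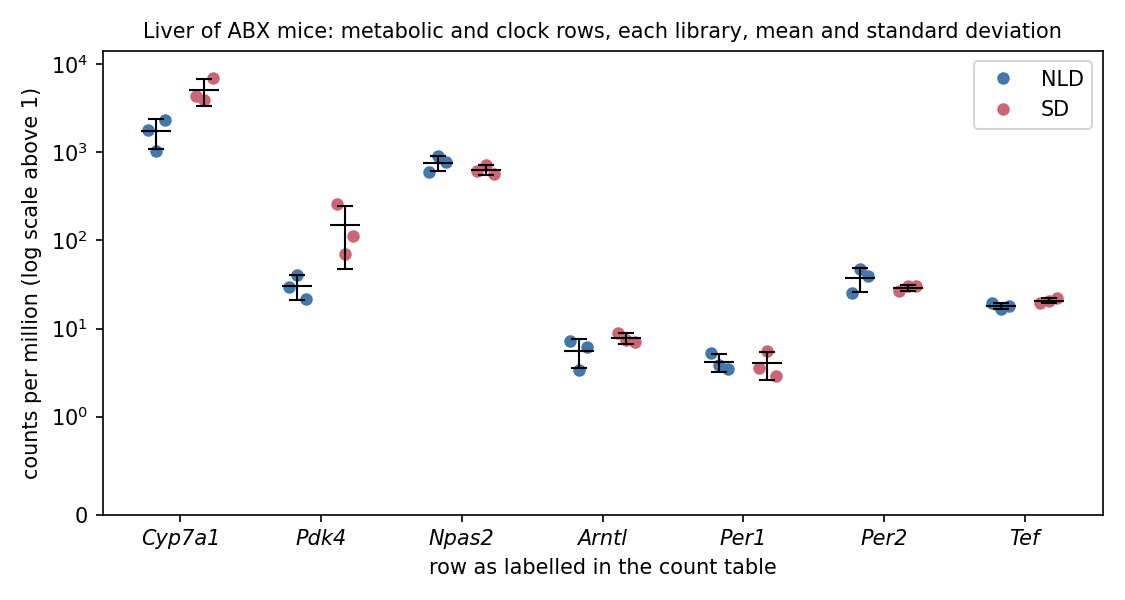
CPM (log scale above 1) of Cyp7a1, Pdk4 and 5 clock rows in the liver of ABX mice. Points are the 3 libraries of each group, and bars are the mean and standard deviation; the SD libraries of Cyp7a1 and Pdk4 lie above the NLD libraries, and those of the clock rows overlap with NLD.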

## 3. Discussion

Infusion of antibiotics is one common method to induce gut microbe dysbiosis [25,26,27]. Thus, the use of a cocktail containing gentamicin, sulbenicillin, cephalosporin, and amphotericin to deplete the gut microbiota in our study was appropriate to address our objectives. Data indicated that compared with NC mice, the relative abundances of Firmicutes phylum were significantly decreased, while the Bacteroidetes phylum were significantly increased in colonic and cecal contents and epithelium of ABX mice. Several previous studies indicated that the changes in the profiles of intestinal microbes in ABX mice have not been consistent; for example, the relative abundance of the Bacteroidetes phylum was increased, and the Firmicutes phylum decreased with ampicillin, neomycin, metronidazole, vancomycin, and the antifungal amphotericin [25]. In contrast, the relative abundance of the Bacteroidetes phylum decreased, and the Firmicutes phylum increased when animals received lincomycin [26]. The gut microbial colonization and composition were all different in mice receiving ampicillin, metronidazole, or vancomycin treatments [28]. Moreover, the exposure time also significantly affected the relative abundance of each bacterial phyla [29]. We also noticed that SD had a significant reduction in body mass and organ indexes in ABX mice compared with NC, which was consistent with a previous report [26], the reason may be that the infusion of antibiotics led to destroy the colonic barrier function and induce colitis, thus having the poor nutritional status in ABX mice [26]. Another possible reason of dehydration in ABX mice may be that infusion of antibiotics induced chronic diarrhea, which eventually led to malnourishment [30]. Overall, our data suggested that ABX treatment not only reduced the total mass of the gut microbes, but also altered their compositions. The antibiotic treatment efficiency was remarkable and led to a significant depletion of the gut microbes.

It is worth noting that SD also impacts the compositions of intestinal microbes in ABX mice. For example, compared with NLD, SD further increased the relative abundance of the Bacteroidetes phylum, but decreased the relative abundance of the Firmicutes phylum, Clostridiales order, Lachnospiraceae family, and Ruminococcaceae family in colonic and cecal contents and epithelium in ABX mice, which indicated that SD still altered the compositions of these low-abundance antibiotic-resistant bacteria, even when the vast majority of gut microbes have been killed by the antibiotics. The probable reason for the increase in the relative abundance of the Bacteroidetes phylum may be that the SD could lead to circadian feeding rhythm disturbances, thus resulting in higher daily energy intake of carbohydrates, total fat, and cholesterol intake, and lower total daily energy expenditure [31]. Another reason may be that SD caused mice to consume more dietary fat, thereby inducing a greater bacterial load that they were less sensitive to and a decrease in antibiotic activity [32]. In addition, others reported that the relative abundance of the colonic Firmicutes phylum and Clostridiales order decreased in rats that were fed a high-fat diet under constant light [33], suggesting that SD promotes overeating and causes negative impacts on the gut microbiota. It is interesting to find that SD also increased the body mass and body temperature in ABX mice compared with NLD, which may be influenced by the alterations in gut microbes. Overall, our data revealed that SD mediated the antagonism between gut microbes and antibiotics, and the greater abundance of the Bacteroides phylum may result in metabolic alterations.

Both the Firmicutes phylum and Bacteroidetes phylum can metabolize carbohydrates in the colon and cecum and produce SCFAs [19]. Results indicated that compared with NLD, SD decreased the concentrations of total SCFAs, and the proportions of butyrate and isobutyrate in the colon contents in ABX mice. However, the alterations of SCFAs in cecal contents were opposite. It has been previously found that the relative abundance of Bacteroidetes was associated with intestinal SCFAs in high-fat-diet fed mice [34]. The increase in the relative abundance of Bacteroidetes in cecal contents may account for the increase in total SCFAs, butyrate, and isobutyrate in the cecum. Meanwhile, the down-regulation of the relative abundance of the Firmicutes phylum may reduce synthesis and metabolism of SCFAs in the colon [35]. As an important microbial metabolite, butyrate is vital to maintain gastrointestinal health due to its ability to enhance epithelial barrier integrity and inhibit inflammation. SD increased the proportion of butyrate in the cecum but decreased in the colon, indicating that the SCFAs’ metabolism was disturbed under SD in ABX mice [36]. Our previous study found that SD did not increase the circulating level of butyrate in the body; therefore, the effects of butyrate on the health of ABX mice need further study. Short day triggered alterations in profiles of intestinal microbes and SCFAs, indicating that the SD may cause systemic metabolic dysfunction. For example, SCFAs affect brain function through interactions with G protein-coupled receptors [37]. Propionate can protect the heart and blood vessels from angiotensin-II-induced damage, butyrate can regulate enteric nervous system (ENS) activity, and acetate-activated *Gpr43* gene also has a significant protective effect on intestinal colorectal cancer in mice [38,39]. Short-chain fatty acids are also considered to synchronize with the peripheral biological clock, and changes in their levels regulate the rhythm of free fatty acid receptor 3 (*Ffar3*) gene expression in the colonic myenteric plexus, controlling normal peristalsis of the colon.

Metabolomics data revealed that SD has a strong impact on colorectal epithelial metabolism. For example, mevalonic acid is an important intermediate product of the mevalonate pathway (MVA), which is closely related to the production of cholesterol [40]. Our data revealed that SD led to a decrease in colorectal epithelial mevalonic acid and serum cholesterol content, indicating SD may impact the synthesis of cholesterol. A set of PLS-DA models has also been previously established based on five metabolites (succinic acid, N2, N2-dimethylguanosine, adenine, citraconic acid, and 1-methylguanosine) with high sensitivity for predicting colorectal cancer [41]. Among them, N2, N2-dimethylguanosine, adenine, and citraconic acid were found to be differentially altered in our work, suggesting that SD may potentially lead to colorectal cancer in mice. Disorders of circadian rhythms can cause disturbances in liver metabolism and corresponding functions and can develop into metabolic diseases in severe cases [42,43]. Thus, our results showed that SD leads to a weakened intestinal epithelial metabolism as a result of the down-regulation of pathways associated with amino acid and fatty acid metabolism in the intestinal epithelium. In turn, these adaptations may contribute to negative effects in the liver. We also noticed that the protective tryptophan metabolism pathway was activated in SD mice, and the possible reason may be that this was a compensatory response of various nutrient metabolism disorders in SD mice. Tryptophan metabolism is driven by intestinal microbes; therefore, another possible reason may be that SD increased relative abundance of some related metabolizing bacteria. However, its impacts on the host’s systemic circulation still need to be further studied. Interestingly, the hepatic transcriptome sequencing data supported this opinion. We found that most DEGs were enriched in hepatic metabolism, endocrine, digestive, and disease processes, indicating that SD may have a series of negative effects in ABX mice. When ABX mice managed under SD, intestinal microbe imbalance caused metabolic disorders, and at the same time induced liver bile acid and pancreatic juice secretion disorders, which further affected digestion. Not only that, but disordered metabolism also affected the synthesis and release of various hormones in the host, such as thyroid hormones, growth hormones, and cortisol. Eventually, various diseases are caused, such as obesity, non-alcoholic fatty liver disease, and even cancer [44,45].

Metabolomics data also revealed that more metabolites were enriched in the purine metabolism pathway in colonic and cecal epithelium under SD in ABX mice; for example, adenine, IMP, adenylsuccinic acid, GDP, GMP, and AMP were decreased while cAMP and cGMP were increased in colonic epithelium. Similarly, inosine, adenine, deoxyguanosine, IMP, GMP, AMP, and hypoxanthine were decreased while cGMP and cAMP were increased in cecal epithelium. In the purine degradation of the uric acid pathway, the synthesizes of intermediate products such as adenine, inosine, and hypoxanthine were decreased, which may lead to a down-regulation in the final product of uric acid. Pathway inhibition may be caused by SD-mediated alterations in gut microbes. As such, it would elicit negative impacts on intestinal metabolism and even lead to inflammation and tumorigenesis. A previous study discussed how the use of antibiotics creates an environment with little competition and allows for overgrowth of fungal populations, up-regulates strains of *Saccharomyces cerevisiae*, and enhances host purine metabolism, leading to an increase in uric acid production [46]. In our work, purine metabolism was decreased in ABX mice under SD, likely due to a decrease in fungi abundance. It also has been reported that intestinal *Lactobacillus* levels were negatively correlated with purine metabolism [47], and enhanced host purine metabolism in germ-free mice may promote the conversion of administered adenine to 2,8-DHA and lead to increased kidney damage [48]. Specific microbial mechanisms need further verification. Moreover, the reduction in these metabolites due to unrestricted proliferation requirements of tumor tissues makes for largely demanding for RNA and DNA, which relates to the changes in the purine metabolism pathway in the tumor environment [49,50]. The abnormal concentrations of purine metabolites are a sensitive indicator of negative energy balance and pathological conditions, including gout, xanthinuria, hyperuricemia, and renal failure [51], and xanthine is also a potential tumor marker [52]. SD may reduce purine metabolism in the absence of the barrier function of the gut microbes and their metabolites, and further may lead to potential tumors of the host.

There are two major limitations to our study. First, the detection of intestinal microbes is based on the relative abundance, and absolute abundance may provide more references. Second, the gut metabolomics as well as hepatic transcriptome data lack comparisons in NC mice under NLD and SD, which will be refined in subsequent experiments.

## 4. Materials and Methods

### 4.1. Ethics

All animal experiments were performed according to the ethical policies and procedures approved by the Animal Care and Use Committee of Yangzhou University, Jiangsu, China (approval no. SYXK (Su) 2017-0044).

### 4.2. Mice Management and Experimental Design

The C57BL/6N murine line was selected and purchased from GemPharmatech Co., Ltd. (Nanjing, China). This is a widely-used model for intestinal microbe and metabolism research [53]. All mice were initially placed in the same cage to harmonize the diet and gut microbes. Mice were then randomly divided into a standard feeding (NC) group and treated with compound antibiotics (ABX) with alternating photoperiods of normal light–dark cycle (NLD, 12 h light/12 h dark) and short day (SD, 8 h light/16 h dark), referring to previous reports [54,55], with each group containing 6 mice. The initial body weight of each C57BL/6 mouse was 19–20 g, with no differences among the groups. Mice in the antibiotic-treated groups were first placed into Lugol’s iodine solution (2 g potassium iodide and 1 g iodine tablets dissolved into 30 L sterilize water) at 39 °C for 3 s to disinfect the skin [56]. They were then fed sterilized water with compound antibiotics containing 100 μg/mL gentamicin (for Gram-negative intestinal bacteria), 2.5 mg/mL sulbenicillin and cephalosporin (for Gram-positive intestinal bacteria), and 30 μg/mL amphotericin B (for intestinal fungi) in an aseptic environment. Antibiotics were purchased from Qingdao Jisskang Biotechnology Co., Ltd. This cocktail of broad-spectrum antibiotics can effectively disrupt intestinal microbiota homeostasis [25,26,27]. Each mouse was managed in a single cage in an environmentally controlled warehouse that allowed for manipulating light–dark cycles according to regulations. The light–dark cycles were controlled with an LED light strip of 150 to 200 lx and a temperature of 4500 to 5000 K. Temperature within the warehouse was 22–24 °C, relative humidity was 55–65%, and negative pressure ventilation was used. Mice were kept under strict light–dark cycles, with lights being turned on at 6 a.m. and turned off at 6 p.m. of NLD cycle treatment, while lights were turned on at 6 a.m. and turned off at 2 p.m. of SD treatment. The trough, drinking fountain, and litter were changed every day after the lights were turned on at 6 a.m. Adequate sterilized drinking water and pelleted feed were provided (sterilized by Co_60_ irradiation). The composition of the commercial maintenance diet consisted of corn, soybean, wheat, chicken meal, fish meal, vegetable oil, and a variety of customized vitamins and trace elements. The experimental period was 42 days and was divided into 2 stages. The first stage lasted 28 days and was used for diet, LD cycles, and antibiotic acclimatization, and the next stage lasted 14 days and was used for formal trial under strict environmental control conditions.

### 4.3. Sample Collection

All mice were fasted for 24 h before sampling and the body weight was recorded. Blood was collected from the retroorbital sinus for measurement of serum biochemical indices. Mice were then anesthetized with ether and euthanized by spinal dislocation from 10:00–12:00 a.m. The colon and cecum tissues were harvested, rinsed in phosphate buffer solution (PBS), and rapidly frozen in liquid nitrogen. Colonic and cecal contents were stripped along the outer wall of the intestine and stored in liquid nitrogen. The liver, thymus, and spleen were also isolated, weighed after blotting excess blood, and samples were immediately snap-frozen in liquid nitrogen until analysis. The organ index was calculated using the Equation (1) [57]:

Organ index = organ mass (g)/mouse body mass (g) × 100(1)

### 4.4. Detection of Serum Biochemical Parameters

Blood samples were centrifuged at 4500× *g* and 4 °C for 10 min to collect the serum. Then, the serum concentrations of alanine aminotransferase (ALT) (BC1555, Beijing Solarbio Science & Technology Co., Ltd., Beijing, China), aspartate aminotransferase (AST) (BC1565, Solarbio), glucose (GLU) (BC2505, Solarbio), total cholesterol (TC) (BC1985, Solarbio), high-density lipoprotein (HDL-C) (A112-1-1, Nanjing Jiancheng Bioengineering Institute, Nanjing, China), and low-density lipoprotein (LDL-C) (A113-1-1, Jiancheng) were detected following the manufacturer’s protocols.

### 4.5. Determination of SCFAs

Concentrations of acetate, propionate, isobutyrate, butyrate, isovalerate, and valerate in colonic and cecal contents were determined following previous protocols [58]. Briefly, 0.5 g of colonic and cecal contents from each group were used. Ultrapure water at 1.25 mL per sample was mixed with contents, vortexed for 5 min, and then centrifuged at 13,400× *g* and 4 °C for 10 min to collect the supernatant and filter through a 0.25 μM syringe filter. A total of 0.4 mL metaphosphoric acid (contained 20% of 60 mM crotonic acid as internal standard) was added, and the entire contents were vortexed, centrifuged, and filtered, and the supernatant was collected for subsequent analyses. A standard mix (0.4 μL) containing 55.06 mM acetate, 15.84 mM propionate, 4.25 mM isobutyrate, 8.57 mM butyrate, 3.58 mM isovalerate, and 3.56 mM valerate and test samples were mixed and run through a CP-WAX capillary column (length 30 m, inner diameter 0.53 mm, and film thickness 1 μm) in a gas chromatograph (GC-9A, Shimadzu, Kyoto, Japan). Program settings and calculations of concentrations were according to a previous protocol [59].

### 4.6. Colonic and Cecal Contents and Epithelial DNA Extraction

A 0.5 g sample of colonic and cecal contents from each group was used for total gDNA extraction with the TIANamp Stool DNA Kit (DP328, Tiangen, Beijing, China) according to the manufacturer’s instructions. In addition, 50 mg of colonic and cecal epithelium samples was grounded for total gDNA extraction with the FastPure Cell/Tissue DNA Isolation Mini Kit (DC102-01, Vazyme, Nanjing, China) following the manufacturer’s protocols. The concentration and purity of total gDNA were determined with a NanoDrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). All gDNA samples were diluted to a unified concentration of 80 ng/μL and stored at −80 °C for the determination of the relative abundance of gut microbes by RT-PCR.

### 4.7. Quantitative Real-Time PCR of Gut Microbes

Extracted gDNA samples were used as templates for quantitative real-time PCR (RT-qPCR) using the 2× TSINGKE Master qPCR Mix (SYBR Green I) (TSE201, Tsingke, Beijing, China) in an ABI7500 (Thermo Fisher Scientific, Waltham, MA, USA) sequence detector. Three replicates per sample in each pair of primers were examined. PCR mixtures included 10 μL 2 × Mix, 0.4 μL forward primer (10 μM), 0.4 μL reverse primer (10 μM), 1 μL template gDNA (80 ng/μL), and 8.2 μL distilled H_2_O. The PCR cycling conditions were as follows: 95 °C for 30 s, 40 cycles of 95 °C for 10 s, and 60 °C for 30 s, ultimately tested at 95 °C for 15 s, 60 °C for 60 s, and 95 °C for 15 s. The standard curve method and QuantStudio™ 7 Flex Real-Time PCR Software (Applied Biosystems, Foster, CA, USA) were used for data analysis. Relative abundance of gut microbes was determined using the 2^−ΔΔCt^ method [60], where the 16S rRNA gene amplified by the total bacterial primer set was used as an internal reference [61,62]. Thus, the standard (NLD) group was considered as a control, and Fold Changes in abundance were expressed relative to the standard (NLD) group. Primer sets for quantification of the Bacteroidetes phylum, Firmicutes phylum, Clostridiales order, Lachnospiraceae family, and Ruminococcaceae family were designed and synthesized by Sangon Biotech Co., Ltd., Shanghai, China, (Table 1).

### 4.8. Metabolite Extraction in Intestinal Contents and Epithelium

One hundred milligrams colonic and cecal contents and epithelium from each group was ground with liquid nitrogen for metabolite extraction. The homogenate was resuspended with a 500 μL extraction solution (80% methanol and 0.1% formic acid) and vortexed. Samples were then centrifuged at 16,750× *g* and 4 °C for 20 min. Subsequently, samples were incubated for 5 min on ice and 200 μL of supernatant diluted to a final concentration containing 53% methanol using LC-MS grade water. Samples were subsequently transferred to a fresh Eppendorf tube and then centrifuged at 15,000× *g* at 4 °C for 20 min. Lastly, the supernatant was injected into the LC-MS/MS system for further analysis, with a 10 μL aliquot of supernatant from each sample mixed as QC samples [65].

### 4.9. Non-Targeted Metabolomics Analysis

LC/MS analyses were performed using a Vanquish UHPLC system (Thermo Fisher Scientific) coupled with an Orbitrap Q Exactive^TM^ HF mass spectrometer (Thermo Fisher Scientific) in Novogene Co., Ltd. (Beijing, China). A 1 μL of sample analyte was injected into a Hypesil Goldcolumn (100 × 2.1 mm, 1.9 μm) using a 17 min linear gradient at a flow rate of 0.2 mL/min. The eluents for the positive polarity mode were eluent A (0.1% formic acid in water) and eluent B (methanol), and the eluents for the negative polarity mode were eluent A (5 mM ammonium acetate at pH 9.0) and eluent B (methanol). The solvent gradient run program was as follows: 2% B, 1.5 min; 2–100% B, 12.0 min; 100% B, 14.0 min; 100–2% B, 14.1 min; 2% B, 17 min. The QExactive^TM^ HF mass spectrometer was operated in both positive and negative polarity mode with a spray voltage of 3.2 kV, capillary temperature of 320 °C, sheath gas flow rate of 40 arb, and aux gas flow rate of 10 arb.

The raw data files generated by LC/MS were further processed with the Compound Discoverer 3.1 (CD3.1, Thermo Fisher Scientific) software, including peak detection, peak alignment, peak grouping, retention time normalization, and peak integration. The main parameters were set as follows: retention time tolerance, 0.2 min; actual mass tolerance, 5 ppm; signal intensity tolerance, 30%; ratio of signal to noise ratio, 3; and minimum intensity 100,000. Then, the molecular formula was predicted via additive ions, molecular ion peaks, and fragment ions after total spectral intensity was normalized. Accurate qualitative and relative quantitative profiles of metabolites were obtained after matching the peaks with mzCloud (https://www.mzcloud.org/, (accessed on 25 February 2021)), mzVault, and MassList database according to a previously reported protocol by our laboratory [66]. Data analyses were performed using the statistical software R (R version R-3.4.3), Python (Python 2.7.6 version), and CentOS (CentOS release 6.6). When data were not normally distributed, normal transformations were attempted using of area normalization method. Metabolites were annotated via the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (https://www.genome.jp/kegg/pathway.html, (accessed on 25 February 2021)) and the Human Metabolome Database (HMDB) (https://hmdb.ca/metabolites, (accessed on 25 February 2021)).

For metabolomics data, principal components analysis (PCA) and partial least squares discriminant analysis (PLS-DA) were performed using metaX (a flexible and comprehensive software for processing metabolomics data). The Hotelling’s T2 region demonstrated an ellipse in the model score, which was defined at a 95% confidence interval for model variation. Analysis of variance (ANOVA) was conducted using SPSS software (version 16.0) to calculate statistical significance (*p*-value). The variable importance in projection (VIP) was calculated based on the PLS-DA model to identify significant metabolites. Differential metabolites were considered as VIP > 1 and *p* < 0.05. Volcano plots were used to filter metabolites of interest based on log2 (Fold Change) and −log10 (*p*-value). The cluster maps of differentially altered metabolites were drawn using R software and the “Pheatmap” package. The biological functions and metabolic pathways were enriched in the KEGG database with MetaboAnalyst 5.0 website (https://www.metaboanalyst.ca/MetaboAnalyst/ModuleView.xhtml, accessed on 20 July 2021).

### 4.10. Hepatic Transcriptome Sequencing and Data Processing

RNA-Seq was performed as described previously before [67]. Briefly, total RNA for hepatic transcriptome sequencing was isolated and purified using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacturer’s procedure. The RNA amount and purity were quantified using NanoDrop ND-1000 spectrophotometer. The RNA integrity was assessed by Agilent 2100 with RIN number > 7.0. The cDNA library was constructed and then sequenced on Illumina Novaseq 6000 sequencing platform (Illumina, San Diego, CA, USA) by Novogene Co., Ltd. (Beijing, China).

The Fastp software (v0.23.1) [68] was used to perform quality control on the raw data and obtain clean data. The HISAT2 software (v2.1.0) [69] was used to align the obtained clean data to the reference genome (Mus musculus genome, GRCm39). 

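The gene positions of GRCm39 and of GRCm38, also called mm10, were compared for the rows of the count table. Of 21149 protein-coding rows whose gene was matched in both builds, 536 (2.53%) lie at the same position, and 83.8% lie at positions that do not overlap. The rows at the same position stand in the first part of chromosomes 4, 6, 9 and 18 and on the Y chromosome. A count was listed for 80.0% of the rows at the same position, with a median of 30.3 CPM, and for 42.8% of the rows whose positions do not overlap, with a median of 0 CPM. Hepatocytes are the main cell type of the liver. Of 129 hepatocyte genes whose position does not overlap between the builds, 76 were listed at 0 in the 6 libraries, among them Fgg, which encodes a chain of fibrinogen. The median was 3076 CPM for the 5 hepatocyte genes at the same position. All 37 mitochondrial rows were listed at 0. The definition of the same position, and the choice of the lists joined as hepatocyte genes, were made after the values had been seen.

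**Figure D3:**
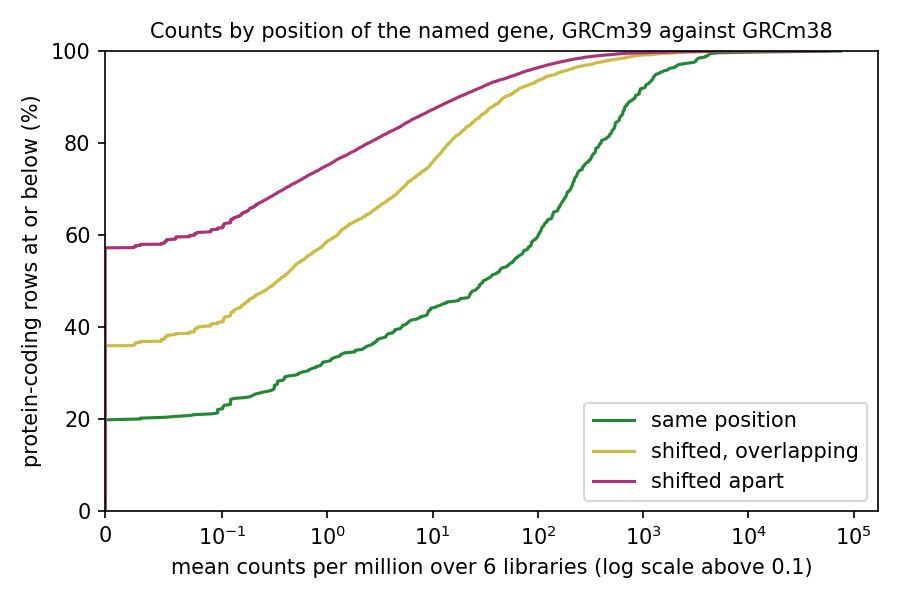
Share of protein-coding rows (vertical axis, percent) at or below a mean of CPM over the 6 libraries (horizontal axis, log scale above 0.1), with 1 line for each class of position of the named gene in GRCm39 against GRCm38. The line of the rows at the same position starts lowest, since 80.0% of them had a count.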

The Samtools software (v.1.10) was used to sort and convert the SAM files to BAM format [70]. The Stringtie (v2.2.1) software was used to assemble and quantify the transcripts and genes based on read counts [69]. Finally, the expression levels of all the mRNA and the identification of differentially expressed genes (DEGs) were estimated using DESeq2 package (1.36.0) in R (v4.2) software. Genes that passed a threshold of *p* < 0.05 and |log_2_ Fold Change| > 1 in DEG analysis were considered for further analysis. Functional enrichment was analyzed and visualized using KEGG database. The hierarchical clustering was generated using Pheatmap package (v.1.0.12).

### 4.11. Statistical Analysis

All data are expressed as mean ± standard error means (SEM). A Student’s *t*-test was carried out, and *p* < 0.05 was considered statistically significant. GraphPad Prism 6.0 software was used to draw the histograms. Correlations between selected parameters and metabolites were calculated using Pearson’s correlation coefficients and visualized with GraphPad Prism and R software “Pheatmap” package.

## 5. Conclusions

Antibiotics can efficiently alter intestinal microbe and metabolite profiles, thus negatively impacting the homeostasis of the intestine. Compared with NLD, SD altered intestinal microbes and their metabolism in ABX mice. Moreover, SD increased the abundance of the Bacteroidetes phylum, while it decreased the relative abundances of the Firmicutes phylum, Clostridiales order, Lachnospiraceae family, and Ruminococcaceae family in intestines, and further induced intestinal SCFA metabolism disorders. Not only that, SD also induced epithelial and hepatic purine metabolism pathway imbalance in ABX mice, the gut microbes, and their metabolites, all of which could contribute to host metabolism and digestion, endocrine system disorders, and may even cause diseases in the host.

## Figures and Tables

**Figure 1:**
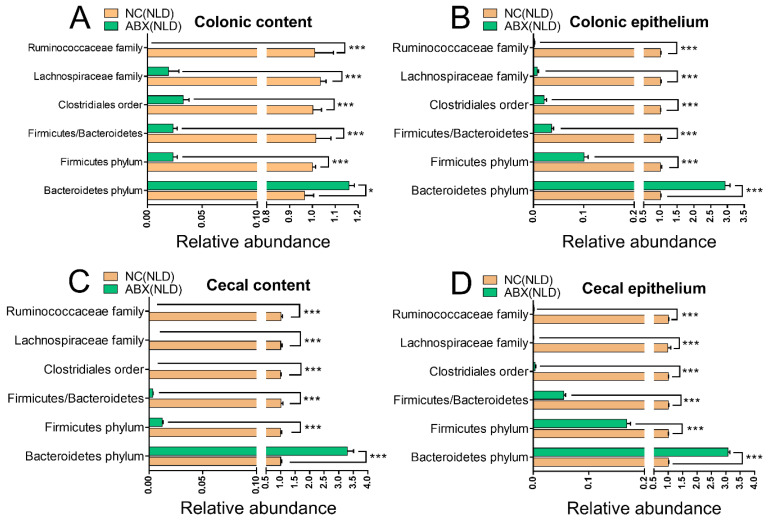
The relative abundance of gut microbiota in colonic and cecal contents and epithelium of NC and ABX mice under NLD. NC (NLD), the negative control mice managed under normal light–dark cycle; ABX (NLD), the antibiotic-treated mice managed under normal light–dark cycle. Representative charts of the relative abundance of Bacteroidetes phylum, Firmicutes phylum, Clostridiales order, Lachnospiraceae family, Ruminococcaceae family, and the ratio of Firmicute to Bacteriodetes in colonic content (**A**), colonic epithelium (**B**), cecal content (**C**), and cecal epithelium (**D**) were detected using RT-PCR, where the 16S rRNA gene amplified by the total bacterial primer set was used as an internal reference, and the abundance of gut microbiota in ABX (NLD) was relative to NC (NLD). Values were means, with standard error of the mean. * *p* < 0.05, *** *p* < 0.001.

**Figure 2:**
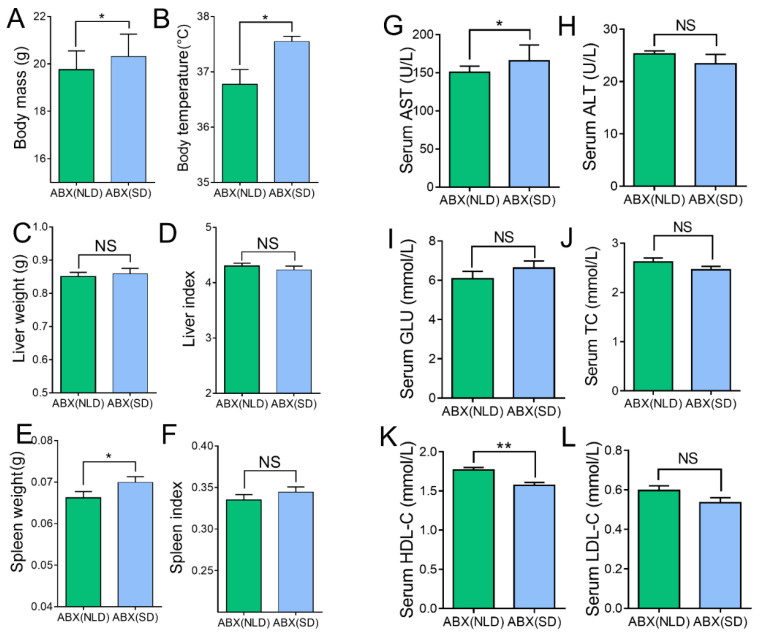
Body mass, body temperature, organ indexes, and serum biochemical indicators in ABX mice under NLD and SD. ABX (NLD), the antibiotic-treated mice managed under normal light–dark cycle; ABX (SD), the antibiotic-treated mice managed under short-day cycle. Representative charts of body weight (**A**), body temperature (**B**), liver weight (**C**), liver index (**D**), spleen weight (**E**), spleen index (**F**), and concentrations of serum AST (**G**), ALT (**H**), GLU (**I**), TC (**J**), HDL-C (**K**), and LDL-C (**L**) were determined in ABX mice under NLD and SD. Values were means, with standard error of the mean. * *p* < 0.05, ** *p* < 0.01, ^NS^ *p* > 0.05.

**Figure 3:**
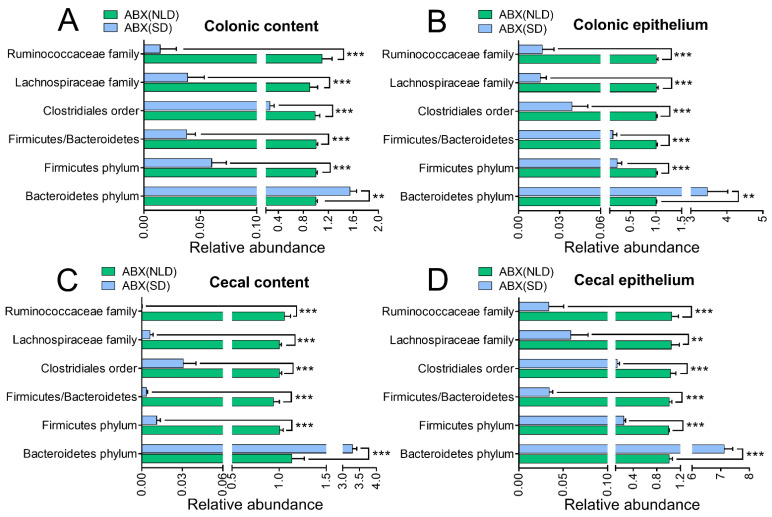
The relative abundance of gut microbiota in colonic and cecal contents and epithelium in ABX mice under NLD and SD. ABX (NLD), the antibiotic-treated mice managed under normal light–dark cycle; ABX (SD), the antibiotic-treated mice managed under short-day cycle. Representative charts of the relative abundance of Bacteroidetes phylum, Firmicutes phylum, Clostridiales order, Lachnospiraceae family, Ruminococcaceae family, and the ratio of Firmicute to Bacteriodetes in colonic content (**A**), colonic epithelium (**B**), cecal content (**C**), and cecal epithelium (**D**) were detected using RT-PCR, where the 16S rRNA gene amplified by the total bacterial primer set was used as an internal reference, and the abundance of gut microbiota in ABX (SD) was relative to ABX (NLD). Values were means, with standard error of the mean. ** *p* < 0.01, *** *p* < 0.001.

**Figure 4:**
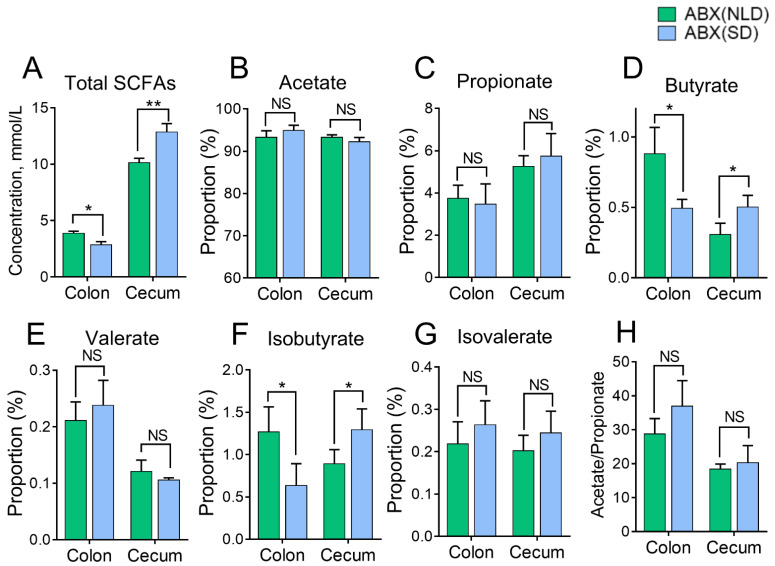
The proportions of SCFAs in colonic and cecal contents of ABX mice under NLD and SD. ABX (NLD), the antibiotic-treated mice managed under normal light–dark cycle; ABX (SD), the antibiotic-treated mice managed under short-day cycle. Representative charts of the concentration of total SCFAs (**A**), and the proportion of acetate (**B**), propionate (**C**), butyrate (**D**), valerate (**E**), isobutyrate (**F**), isovalerate (**G**), and the ratio of acetate to propionate (**H**) were determined in ABX mice under NLD and SD. Values were means, with standard error of the mean. * *p* < 0.05, ** *p* < 0.01, ^NS^ *p* > 0.05.

**Figure 5:**
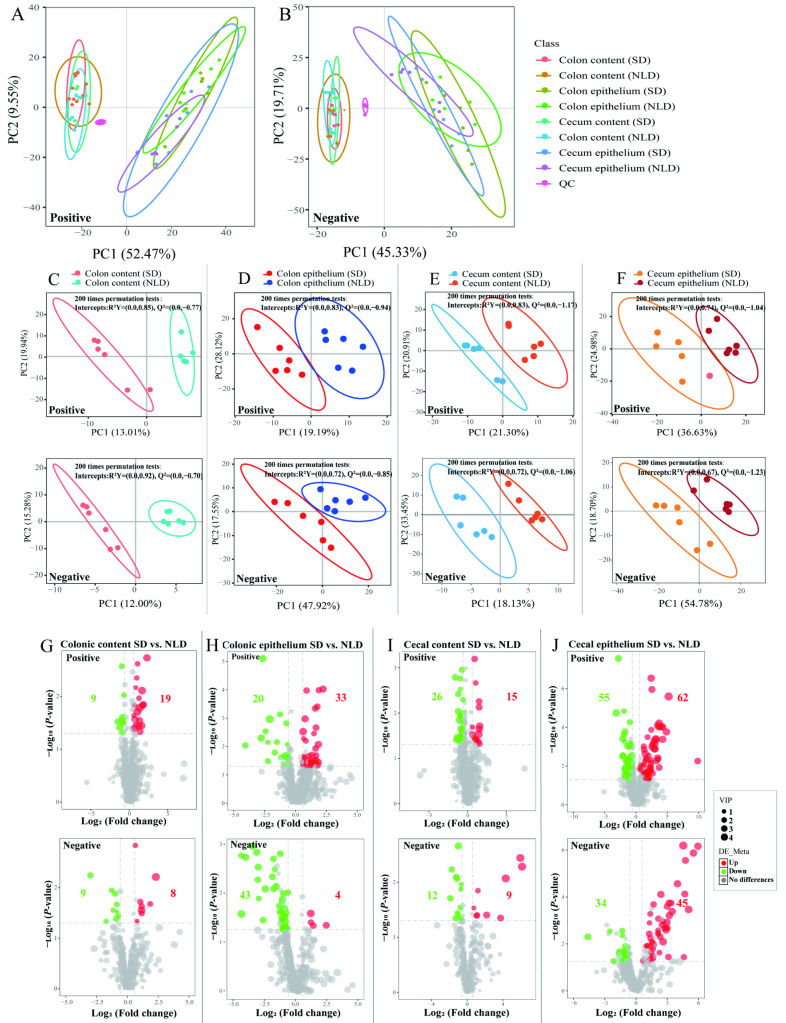
Overview of metabolomics profiles and the volcano plots of significantly different metabolites of colonic and cecal contents and epithelium in ABX mice under NLD and SD. NLD, the antibiotic-treated mice managed under normal light–dark cycle; SD, the antibiotic-treated mice managed under short-day cycle; QC, quality control group. The PCA plot based on LC/MS analysis in ABX mice under NLD and SD among different groups in positive ion mode (**A**) and negative ion mode (**B**) are shown. The PLS-DA plot based on LC/MS analysis and its corresponding validation plots based on 200 times permutation tests in colonic contents (**C**), colonic epithelium (**D**), cecal contents (**E**), and cecal epithelium (**F**) in ABX mice under NLD and SD are shown in both positive and negative ion modes. Volcano plots of differential metabolites in colonic contents (**G**), colonic epithelium (**H**), cecal contents (**I**), and cecal epithelium (**J**) in both positive and negative ion modes are shown in ABX mice under NLD and SD. Red dots represent increased, blue dots represent decreased, and the gray dots represent did not change significantly; numbers represent the number of significant different metabolites.

**Figure 6:**
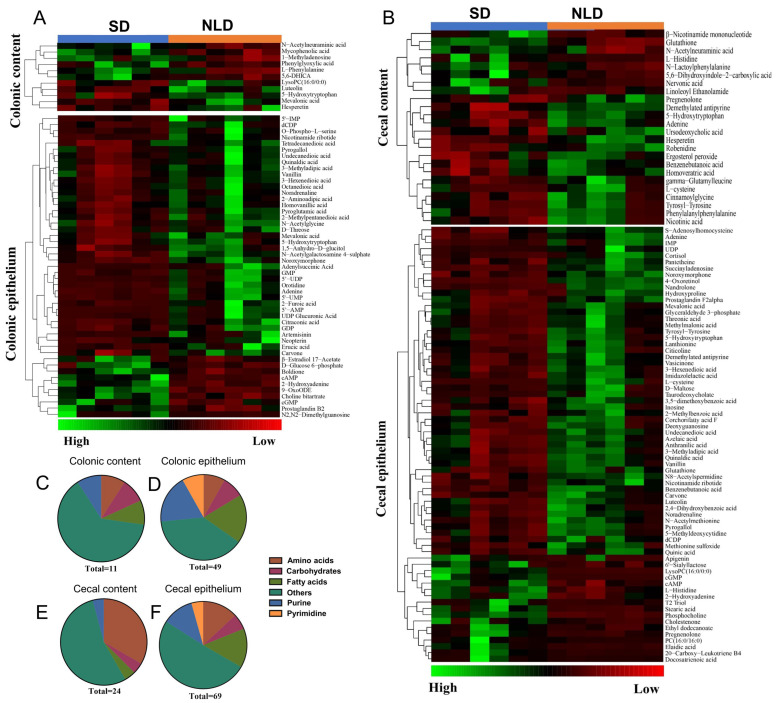
Identification and classification of significantly different metabolites in ABX mice under NLD and SD. NLD, the antibiotic-treated mice managed under normal light–dark cycle; SD, the antibiotic-treated mice managed under short-day cycle. Cluster heatmap of differential metabolites in colonic contents and epithelium (**A**); cecal contents and epithelium (**B**) were shown in ABX mice under NLD and SD. Red color represents low abundance and green color represents high abundance. The proportions of amino acids, carbohydrates, fatty acids, purine, and others of significant different metabolites were classified in colonic contents (**C**), colonic epithelium (**D**), cecal contents (**E**), and cecal epithelium (**F**).

**Figure 7:**
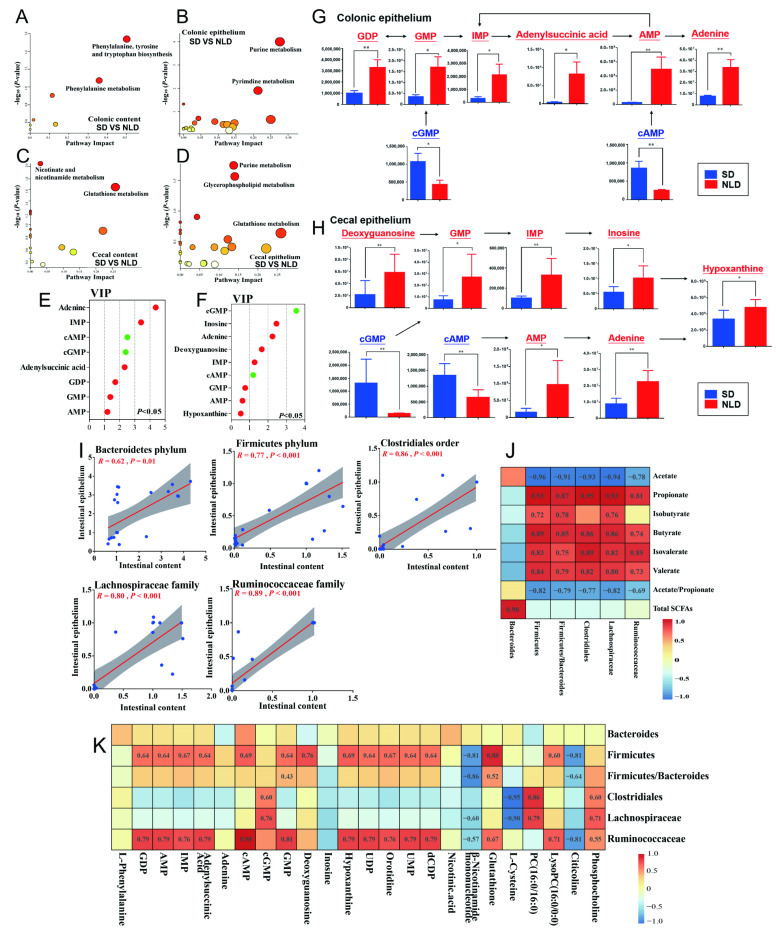
Characterization and functional analysis of key metabolic pathways and correlations between gut microbes, SCFAs proportions, and metabolites. NLD, the antibiotic-treated mice managed under normal light–dark cycle; SD, the antibiotic-treated mice managed under short-day cycle. Pathways were enriched via enrichment and topology analysis of significantly different metabolites in colonic contents (**A**), colonic epithelium (**B**), cecal contents (**C**), and cecal epithelium (**D**) in ABX mice under NLD and SD. Large sizes and red colors represent high pathway impact and major pathway enrichment, while small sizes and other colors represent low pathway impact and minor pathway enrichment. Variable importance in projection (VIP) scores of metabolites in the purine metabolism pathway were also obtained from the PLS-DA models in colonic epithelium (**E**) and cecal epithelium (**F**). Red dots represented decreased and green dots represented increased. Relevant metabolic pathways map based on the proportions of differential metabolites of purine metabolism pathway in colonic epithelium (**G**) and cecal epithelium (**H**), * *p* < 0.05, ** *p* < 0.01. Red represented decreased and blue represented increased. Pearson correlation coefficients between the relative abundance of gut microbes in intestinal contents and epithelium of Bacteroidetes phylum, Firmicutes phylum, Clostridiales order, Lachnospiraceae family, and Ruminococcaceae family (**I**) were analyzed in ABX mice, red line represented the best-fit line and grey region represented the 95% confidence band of the best-fit line. Pearson correlation coefficients between the relative abundance of gut microbes and the proportions of SCFAs (**J**) were analyzed in ABX mice. Pearson correlation coefficients between the relative abundance of gut microbes and the significantly differential metabolites in purine and pyrimidine metabolism pathways (**K**) were also analyzed in ABX mice. The Pearson correlation coefficients (*R*) are shown on the plots; positive correlations are displayed in red and negative correlations are shown in blue, while the (*R*) shown in the grid proved that the correlation reached a significant level, *p* < 0.05.

**Figure 8:**
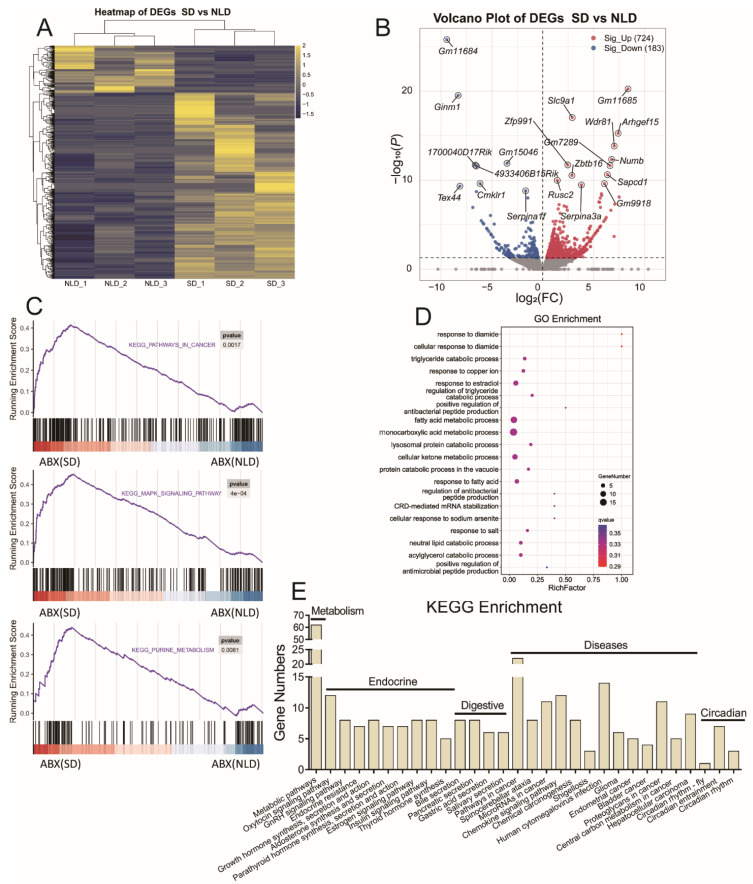
Hepatic transcriptome sequencing profiles and pathway enrichments in ABX mice under NLD and SD. NLD, the antibiotic-treated mice managed under normal light–dark cycle; SD, the antibiotic-treated mice managed under short-day cycle. The differentially expressed genes (DEGs) were screened out by setting *p* < 0.05 and |log 2 Fold Change| > 1 as threshold. (**A**) The heatmap of the differentially expressed genes; (**B**) the volcano plot of the differentially expressed genes, red dots represent up-regulated and blue dots represent down-regulated; (**C**) GSEA plots for the enrichments of pathways in cancer, MAPK signaling pathway, and purine metabolism; (**D**) Gene Ontology (GO) functional analysis of the significantly expressed genes; (**E**) KEGG functional analysis of the significantly expressed genes.

**Table 1:** The primer sequences of mice gut microbes.

Gut Microbes	Forward Primer Sequence	Reverse Primer Sequence	References
Firmicutes phylum	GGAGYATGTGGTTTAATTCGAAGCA	AGCTGACGACAACCATGCAC	[63]
Bacteroidetes phylum	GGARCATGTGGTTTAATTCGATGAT	AGCTGACGACAACCATGCAG	[63]
Clostridiales order	GCGTTATCCGGATTTAC	ACACCTAGTATTCATCG	[64]
Lachnospiraceae family	CGGTACCTGACTAAGAAGC	AGTTTTATTCTTGCGAACG	[64]
Ruminococcaceae family	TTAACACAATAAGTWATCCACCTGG	ACCTTCCTCCGTTTTGTCAAC	[64]
Total bacteria	CGGCAACGAGCGCAACCC	CCATTGTAGCACGTGTGTAGCC	[62]

## Data Availability

The transcriptome sequencing data have been deposited in NCBI Gene Expression Omnibus database under accession code GSE203566. Additional data related to this paper may be requested from the authors.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23116008/s1.

How the deposited data were processed for this re-analysis (not part of the article)

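Liver RNA of 3 ABX mice under NLD and 3 ABX mice under SD was analysed, with 1 library per mouse. The authors deposited whole-number counts per gene. Their methods name fastp, HISAT2, StringTie and the genome GRCm39, and the submitters' processing notes name GRCm38 and mm10. The read length, the strand setting and the script that turned StringTie output into counts are not given in the sources used here. In every library more rows had a count of 4 than of 1, 2, 3 or 5, so that a low count does not stand for single reads. Overlapping genes, antisense genes and near-identical copies cannot be told apart in these counts. The total was 5497797 to 6457190 counts per library under NLD and 5548753 to 6932965 under SD. Floors of 3 counts cover counting error only, and only where a count stands for a single read. The paper and the labels differ in the time (42 and 28 days), in the RNA extraction kit and in the build.

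The counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr with the groups, glmQLFit with robust estimation, glmQLFTest, two-sided, Benjamini-Hochberg adjustment). Gene lists were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, for lists with at least 5 tested rows. Of 60 lists written from textbook knowledge and from the pathway names of the paper, 44 could be tested, and 2 of these had an adjusted p under 0.05. With an estimated correlation none had (adjusted p = 0.910 for both of these). Of the 12 lists of markers of other cell types, 3 could be tested, and none of these had an adjusted p under 0.05 (endothelial cells 0.221, with a median log2 fold change of -0.05 against a test in the higher direction, stellate cells and fibroblasts 0.792, cholangiocytes 0.825). The lists, the tests, the alternatives and the rule for named genes were fixed before the data were examined, and which lists to describe beyond purine metabolism, MAPK signaling, pathways in cancer, fatty acid and ketone metabolism and circadian clock was chosen after the values were seen. Named were the genes the paper names for the liver, the members of the circadian clock list, in each direction the 10 rows with the smallest p among those with an adjusted p under 0.05, a mean of at least 5 CPM and no overlap between the groups, and up to 4 members of each list described with the smallest p. Alternatives were RLE and upper quartile factors, no filter on low counts, at least 10 counts in every library, no robust estimation, DESeq2 1.42.0 with and without the filter, the replicate number as a block, each library left out in turn, rows that share a symbol summed, the 10 most abundant rows left out, camera with an estimated correlation, fgsea 1.28.0 and fry.

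Positions were compared between the GRCm39 annotation, matched by gene ID for 54749 of the 55357 rows, and a table of GRCm38.p6 genes, matched by symbol. A row was put in the class of the same position when the median difference of 11 neighbouring protein-coding rows was at most 10 bp and its own difference at most 2000 bp. This definition, the names by position and the count without rows at 0 in a group were chosen after seeing the data. No coordinate was converted between builds. The results of a few genes are not reported here. Libraries of a group differed by more than the sampling noise (chi-square per row of 31.5 to 70.2), and none was counted as a repeat of another. The fit was tested on simulated data in 10 draws with 200 changed genes each for SD against NLD, at the means, library sizes and dispersions of these rows and with on average 6725 genes tested. It called 0.1% of the genes changed 1.5-fold, 1.3% of those changed 2-fold and 30.5% of those changed 4-fold, each with the right sign, and 12.8% of its calls were unchanged genes. With dispersions of 0.1 times the size and on average 6983 genes tested, it called 87.3% of the genes changed 4-fold, and 6.9% of its calls were unchanged genes.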

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

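The tests of positions and of rows at 0 were chosen after the result was seen, and the test of other splits of the libraries was planned.

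Many transcripts that are abundant in liver are listed near 0, and in hepatocyte genes this goes with position: the median was 3076 CPM for 5 genes at the same position in GRCm38 and GRCm39, and 0 for 129 genes whose positions do not overlap. With only 5 genes, the value of 3076 argues against a loss of liver RNA or RNA of another tissue. For 93 moved hepatocyte genes, the highest row whose GRCm39 place is the GRCm38 place of the gene had a median of 60.1 CPM. By the opposite rule, for reads placed on GRCm39 and counted at GRCm38 positions, the median was 0.105 over 87 genes, which argues against that order. Both medians rest on the highest row per gene, and a row can stand for several genes, as Nisch did for Itih1 and Itih3. A candidate explanation is that reads placed on GRCm38 were counted at GRCm39 gene positions, so that many row names may stand for other genes. It does not cover the 37 mitochondrial rows at 0, and no biological explanation was tested.

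Among the 21 rows with an adjusted p under 0.05, the paper does not name Rom1, Scarf2, Socs6 and Crocc2. Rom1, Scarf2 and Socs6 were listed at 0 in every NLD library. If each count stood for a single read, a floor of 3 counts over the group would put them at least 308-fold, 49.4-fold and 45.3-fold higher under SD. Low counts here do not stand for single reads, and such zeros also occur in other splits, so these folds are no bounds. Crocc2 had a log2 fold change of -1.58. Rows listed at 0 in every library of 1 group and at 50 counts or more in each library of the other numbered 11, and in the other splits of the 6 libraries at most 6. The 21 calls compare with at most 5 in the other splits. In both cases 1 of the 10 splits, the real one, reached the real value, and 10 splits are too few for a share under 0.05.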

How the results depend on the processing

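Alternatives that used position or left out rows at 0 were chosen after seeing the data, and the others before. The 21 genes with adjusted p under 0.05 became 44 with no filter on low counts, 137 with DESeq2, 91 with DESeq2 and no filter, and 0 to 30 without single libraries, with 0 for each SD library left out. The 30, 19 and 20 calls without NLD replicate 1, NLD replicate 2 and NLD replicate 3 shared 13, 11 and 10 of the 21. The 21 genes became 1 over the 401 rows at the same position, which hold 1 of the 21, and 7 with GRCm38 names by position, where 3399 genes were tested. Without rows at 0 in every library of a group the count was 0 over 7234 rows, with 589 at an unadjusted p. Leaving these rows out removes by itself 10 of the 14 higher and 5 of the 7 lower calls, so this 0 is no test of those calls. With the replicate number as a block the count was 0 in edgeR, with 766 at an unadjusted p under 0.05. The correlation of deviations for same-numbered libraries was 0.0762, 0.0686 and 0.0360, so the numbers were not taken as pairs, although each was the highest for its NLD library. The 616 genes with unadjusted p under 0.05 became 51 at the same position, 315 with GRCm38 names, and 397 to 1138 without single libraries (1138 without NLD replicate 1). The 228 genes with unadjusted p under 0.05 and absolute log2 fold change over 1 became 391 with no filter, 384 with DESeq2 and no filter, 13 at the same position, 127 with GRCm38 names, and 224 to 492 without single libraries.

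The 2 lists with an adjusted p under 0.05 became 1 with no filter, 1 with the block, 1 with GRCm38 names, and 0 with an estimated correlation, with fgsea, with fry and without each single library. Neither list had enough members for the test over rows at the same position, where 0 of 3 passed, and inflammatory cytokines and chemokines had too few with GRCm38 names. With at least 10 counts in every library 2 lists passed, both higher, and glucocorticoid response (adjusted p = 0.0377, and 0.910 with an estimated correlation under the main filter) stood in place of inflammatory cytokines and chemokines (0.654). The latter was also lost with no filter (0.336) and with the block (0.109). The list of clock outputs had an adjusted p of 0.910 with an estimated correlation, 0.162 with fgsea, 0.0859 with fry, and 0.0703 to 0.234 without single libraries. The direction of 6 of the lists described turned in some settings, with none of them past the threshold. The list of purine metabolism turned with the block (adjusted p = 0.963), without the 10 most abundant rows (0.996), at the same position (0.836), without NLD replicate 1 (0.953) and without SD replicate 1 (0.912), with 0.903 to 1.00 over all runs without a library. MAPK signaling turned with no filter (0.997, unadjusted p also 0.997). The list of pathways in cancer turned with no filter (0.973), the block (0.963) and without each single library but SD replicate 3 (0.955 to 1.00). The list of fatty acid and ketone metabolism turned with GRCm38 names (0.994). That of the circadian clock turned with no filter (0.949), GRCm38 names (0.994) and without each single library but SD replicate 2 (0.645 to 0.981). That of bile acid synthesis turned without NLD replicate 1 (0.953), SD replicate 1 (0.980) and SD replicate 3 (0.981), with 0.742 to 1.00 over all such runs. Among genes not called, the log2 fold change of Per1 turned to 0.13, 0.0098 and 0.12 without NLD replicate 1, SD replicate 1 and SD replicate 3, with -0.39 without SD replicate 2. That of Il6 turned to -0.0062 without NLD replicate 1, with 0.67 without NLD replicate 2, and that of Csnk1e turned to 0.55, 0.16, 0.52 and 0.51 without NLD replicate 2, NLD replicate 3, SD replicate 1 and SD replicate 2, with -8.33 without SD replicate 3. Of 18 named calls, 18 kept theirs with RLE, upper quartile factors, both runs of DESeq2 and without the 10 most abundant rows, 17 with no filter and 15 without robust estimation. Without NLD replicate 1, NLD replicate 2 and NLD replicate 3, 11, 10 and 10 kept theirs, and 0 with the block and without each SD library. With at least 10 counts in every library 6 were tested and kept theirs. None turned its direction in any setting that tested it. Causes were not tested. The alternatives for normalized values were not run, since the values are counts. At this depth and spread, simulated changes of 2-fold were mostly not called.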

Differences from the paper's values

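At an unadjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the paper's methods, 228 rows were counted with edgeR where the paper's value is 907, with 158 higher (the paper's value is 724) and 70 lower (the paper's value is 183). DESeq2, which the paper used, gave 242 rows after the filter of edgeR, 171 higher and 71 lower. The paper's methods describe no such filter, and without it DESeq2 gave 384 rows, 273 higher and 111 lower. Under all alternatives set before the data were examined the totals and the higher counts still differed by over 1.5 times, and the lower count came within 1.5 times only without SD replicate 2 (123). At an unadjusted p under 0.05 alone, the threshold in the paper's results text, 324 rows were higher with edgeR where the paper's value is 724, and 292 were lower where the paper's value is 183. DESeq2 gave 721 rows at this threshold after the filter, 354 higher and 367 lower, and 695 with no filter, 405 higher and 290 lower. The higher count came within 1.5 times of the paper's only without NLD replicate 1 (618), and the lower count without NLD replicate 2 (193), NLD replicate 3 (183), SD replicate 1 (206) and SD replicate 3 (178). The total of 616 lay within 1.5 times of the paper's 907. It did not without NLD replicate 2 (472), NLD replicate 3 (440), SD replicate 1 (437) and SD replicate 3 (397). The paper's text does not state whether p was adjusted.

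The camera p was 0.945 for pathways in cancer where the paper's GSEA value is 0.0017, 0.334 for MAPK signaling where the paper's value is 0.0004, and 0.992 for purine metabolism where the paper's value is 0.0081. The alternatives set before the data were examined, the preranked enrichment included, all differed by over 1.5 times from the paper's values. The gene lists were written from the pathway names and are not the lists the paper used.

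The paper names Tex44 among the genes lower under SD. Its counts were 0, 457 and 393 under NLD and 0 in every SD library, and it was left out by the filter on low counts. With no filter its adjusted p was 0.629 from edgeR and 0.246 from DESeq2, and it passed only without NLD replicate 1 (adjusted p = 0.0215 from edgeR). The paper labels Gm11685 among the higher genes in Figure 8B, and its row held a count of 0 in the 6 libraries. Gm15046 and Serpina3a, also labelled there, had an adjusted p over 0.05 from edgeR and under 0.05 from DESeq2 with and without the filter, and Gm15046 also with at least 10 counts in every library (0.0466) and without NLD replicate 2 (0.0390). Arhgef15, Wdr81, Numb, Ginm1, Cmklr1 and Serpina1f had the direction the paper gives.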

Other observations

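The tests with GRCm38 names by position and with members at the same position were chosen after the result was seen, while the lists with the names of the table and the runs without single libraries were set before, and only the use of those runs as a test of a single library came after.

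Each row was renamed after the GRCm38 protein-coding gene whose span holds numbers of its GRCm39 exons, where there was only 1. Rows given the same name were summed, and 3399 genes could be tested. Spans include introns and the strand was not used, so a level given here may not be that of the named gene alone. Of 14 clock outputs, 12 had a log2 fold change above 0 under SD (camera p = 5.89e-05, adjusted p = 0.00247), with a p of 0.0716 and an adjusted p of 0.995 with an estimated correlation. None of them passed edgeR's test over all genes, 6 were higher and 0 were lower at an unadjusted p under 0.05, and 6 were higher when adjusted over the list alone. St3gal5 had 20.3 ± 5.85 CPM (standard deviation, n = 3) under NLD and 55.5 ± 3.68 (standard deviation, n = 3) under SD, Marveld1 had 92.6 ± 16.8 and 158 ± 12.4, and Slc45a3 had 7.99 ± 2.72 and 29.4 ± 14.1. Serpina6, which encodes the corticosteroid-binding globulin, had 3238 ± 684 CPM under NLD and 899 ± 143 under SD (log2 fold change -1.85, adjusted p = 0.0305 from edgeR's quasi-likelihood test), and is the name by position of the row labelled Serpina1f. The list of fatty acid beta oxidation had an adjusted p of 0.401 with these names. Of 69 genes of MAPK signaling, 47 had a log2 fold change above 0 and 22 below 0. That list had a camera p of 0.0682 (adjusted p = 0.358), and a p of 0.359 with an estimated correlation. At an unadjusted p under 0.05, 7 were higher and 2 were lower, and none passed edgeR's test over all genes. The camera p was 0.221 for pathways in cancer and 0.885 for purine metabolism.

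Clock outputs with the names of the table had an adjusted p under 0.05 by camera at the preset correlation, and not with an estimated correlation, fgsea or fry. Of the 9 tested rows, 1 names a gene at the same position in both builds, too few to test whether row names that stand for other genes are the source, so a change of these genes and of others under their names cannot be told apart. With names by position 3 of the 14 genes carry the same name in the table, and that list is therefore mostly other rows and no test of the first. Without each library in turn the highest unadjusted camera p was 0.0152 at the preset correlation. At that setting this argues against a single library as the whole source, although the adjusted p was above 0.05 each time. These runs were not made with an estimated correlation, where the list had a camera p of 0.0485 over all libraries. The light period, which differs between the groups, stays among the open explanations, as untested.

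With the names of the table, the list of inflammatory cytokines and chemokines had a lower camera result (8 rows, 1 lower over all genes and when adjusted over the list alone, adjusted p = 0.0208, and p = 0.0249 with adjusted p = 0.910 with an estimated correlation). Its adjusted p was 0.654 with at least 10 counts in every library (5 rows), 0.336 with no filter, 0.162 with fgsea and 0.0728 with fry, and 0.0714 to 0.181 without single libraries. Its only row past edgeR's test was Cmklr1, and Selp, an adhesion receptor, had 26.0 ± 4.54 CPM under NLD and 18.4 ± 3.99 under SD (adjusted p = 0.623). The list of glucocorticoid response had an adjusted p of 0.207 (9 rows, 1 higher) and of 0.0377 with at least 10 counts in every library, and with an estimated correlation under the main filter a p of 0.0632 and an adjusted p of 0.910. Klf9, a transcription factor, had 30.3 ± 12.0 and 57.3 ± 17.1 CPM (adjusted p = 0.578). Neither list holds a tested gene at the same position in both builds.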
